# Chromatin accessibility plays a key role in selective targeting of Hox proteins

**DOI:** 10.1186/s13059-019-1721-4

**Published:** 2019-06-03

**Authors:** Damiano Porcelli, Bettina Fischer, Steven Russell, Robert White

**Keywords:** Hox gene, Hox protein, Chromatin, Chromatin accessibility, Hox cofactors, Transcription factor, Transcription factor selectivity

## Abstract

**Background:**

Hox transcription factors specify segmental diversity along the anterior-posterior body axis in metazoans. While the different Hox family members show clear functional specificity in vivo, they all show similar binding specificity in vitro and a satisfactory understanding of in vivo Hox target selectivity is still lacking.

**Results:**

Using transient transfection in Kc167 cells, we systematically analyze the binding of all eight *Drosophila* Hox proteins. We find that Hox proteins show considerable binding selectivity in vivo even in the absence of canonical Hox cofactors Extradenticle and Homothorax. Hox binding selectivity is strongly associated with chromatin accessibility, being highest in less accessible chromatin. Individual Hox proteins exhibit different propensities to bind less accessible chromatin, and high binding selectivity is associated with high-affinity binding regions, leading to a model where Hox proteins derive binding selectivity through affinity-based competition with nucleosomes. Extradenticle/Homothorax cofactors generally facilitate Hox binding, promoting binding to regions in less accessible chromatin but with little effect on the overall selectivity of Hox targeting. These cofactors collaborate with Hox proteins in opening chromatin, in contrast to the pioneer factor, Glial cells missing, which facilitates Hox binding by independently generating accessible chromatin regions.

**Conclusions:**

These studies indicate that chromatin accessibility plays a key role in Hox selectivity. We propose that relative chromatin accessibility provides a basis for subtle differences in binding specificity and affinity to generate significantly different sets of in vivo genomic targets for different Hox proteins.

**Electronic supplementary material:**

The online version of this article (10.1186/s13059-019-1721-4) contains supplementary material, which is available to authorized users.

## Background

Although in vitro studies of transcription factor-DNA interactions have provided extensive insight into how transcription factors bind DNA [1–3], we have less understanding of the basis of transcription factor specificity in the context of chromatin, the environment in which they operate in vivo. Our lack of understanding of in vivo transcription factor specificity is exemplified by the generally poor correspondence between in vivo binding sites identified by chromatin immunoprecipitation (ChIP) approaches and predicted target sites based on motifs defined by in vitro studies [4]. Further investigation of the interaction between transcription factors and chromatin is needed to increase our understanding of in vivo transcription factor specificity and improve our ability to predict genomic targets.

A particularly clear example of our inadequate understanding of in vivo targeting of transcription factors is provided by the Hox class of homeodomain proteins. This highly conserved family of transcription factors direct the development of different segmental morphologies along the metazoan anterior-posterior axis, with the classic example of the *Drosophila* Hox gene *Ultrabithorax* (*Ubx*) specifying development of the haltere balancer organ in the third thoracic segment which, in the absence of *Ubx*, develops as a wing (reviewed in [5–7]). Each of the eight *Drosophila* Hox genes directs the development of a different segmental morphology in vivo; however, all of the Hox proteins show very similar DNA binding preferences when assayed in vitro (reviewed in [8]). A potential way out of this conundrum is provided by the cofactors Extradenticle (Exd) and Homothorax (Hth) in *Drosophila* and their vertebrate homologs the Pbx and Meis proteins, which interact with Hox proteins to form a tripartite complex [9–12]. In the presence of these cofactors, Hox proteins show a longer consensus binding site and there is evidence of increased differential binding specificity for different Hox proteins [13–15]. In some cases, the formation of the Hox-cofactor complex changes the binding preference of the Hox protein providing “latent specificity” [16]. However, we still do not have a satisfactory understanding of in vivo Hox specificity since first, it is not clear whether the cofactor-enhanced specificity is sufficient to explain the in vivo targeting of Hox proteins and second, in some situations, such as the classic specification of haltere development described above, Hox proteins function in the absence of Exd/Hth cofactors [17].

Previously, we investigated the binding of selected Hox proteins in the context of chromatin through ChIP followed by high-throughput sequencing (ChIP-Seq) in Kc167 cells [18]. We found a strong influence of chromatin state on Hox binding with Ubx and Abdominal-A (Abd-A) binding almost exclusively to DNase1 accessible chromatin, whereas Abdominal-B (Abd-B) exhibited a different specificity and bound to additional genomic sites. This binding, in the absence of Exd/Hth, demonstrated the ability of Hox proteins to exhibit target specificity in the context of chromatin. In addition, the Abd-B-specific binding sites were predominantly in relatively DNase1 inaccessible chromatin. This suggested that histones, rather than simply forming a block to Hox protein binding and restricting the genomic sequence available for binding, might instead play a role in Hox specificity enabling Abd-B to bind to a distinct set of targets through its ability to compete with nucleosomes.

In this report, we present a more comprehensive analysis of the binding of all eight *Drosophila* Hox proteins in the context of chromatin. We demonstrate that they each show distinct chromatin accessibility profiles and that high selectivity of Hox binding is associated with relatively inaccessible chromatin. In addition, we find that a major role of Exd/Hth cofactors is to promote Hox binding to relatively inaccessible chromatin. Overall, our studies indicate a key role for chromatin accessibility in determining the selective in vivo targeting of the different members of the Hox protein family.

## Results

### Hox protein binding in Kc167 cells

We carried out a systematic in vivo analysis of the genome-wide binding of all eight *Drosophila* Hox proteins using our previously established approach [18] designed to maximize comparability between samples. Briefly, we used transient transfection of *Drosophila* Kc167 cells with inducible expression constructs producing Hox-GFP fusion proteins. The cells were fixed 4 h after expression induction and then we used a fluorescence-activated cell sorter calibrated to select cells with the same range of Hox-GFP fusion protein expression. We estimated the expression range to correspond to 38,000–74,000 Hox-GFP molecules per cell, which is comparable to estimates of in vivo homeodomain protein expression of 20,000–50,000 molecules per nucleus [19–22]. Genome-wide binding profiles were generated by chromatin immunoprecipitation, using an antibody against the GFP tag, followed by high-throughput sequencing (ChIP-Seq). For each Hox protein, we collected at least two biological replicates for subsequent analysis.

The binding profiles (Fig. 1) show that all eight Hox proteins have distinct but overlapping sets of genomic binding targets. There is a large variation in the numbers of binding regions identified for the different Hox proteins (846 for Antp to 5685 for Abd-B at q1e^−10^) and also in the proportion of binding regions unique to an individual Hox protein (Fig. 1d). Apart from the centrally expressed Hox proteins, Antp, Ubx, and Abd-A, the Hox proteins each show significant numbers of unique sites, demonstrating that the Hox family does not simply bind to a nested set of targets.

**Fig. 1:**
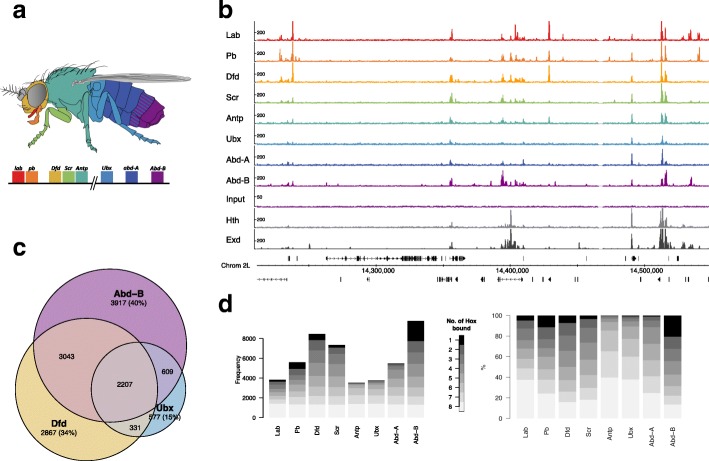
Overview of Hox protein binding in Kc167 cells. **a** Schematic of an adult Drosophila showing domains of deployment of the 8 Hox genes. **b** Representative genomic region showing scaled binding profiles of the 8 Hox proteins and the Hox cofactors Hth and Exd. The Exd profile shows the binding of Exd when expressed in association with Hth. The representative Input profile is from the Abd-B transfection (arbitrary scaling). **c** Venn diagram showing overlap analysis of binding regions (*q* value 1e−2) for selected Hox proteins Dfd, Ubx, and Abd-B. Number in brackets gives the number of non-overlapping regions as a percentage of the total number of regions for each protein. **d** Plots of Hox binding selectivity. For each Hox protein, binding regions (*q* value 1e−2) are classified according to the number of Hox proteins bound (see scale). Plotted on the left as frequencies and on the right normalized as percentages of total peak number for each Hox protein

### Motif enrichment

To investigate the basis for the distinct Hox binding profiles, we compared the enrichment of in vitro-defined Hox binding motifs for the individual Hox proteins in each set of binding regions (Fig. 2a). This analysis revealed two insights: first, there is wide variation in the general level of Hox motif enrichment, with an anterior group of Hox proteins, Lab, Pb, Dfd, and Scr, showing high enrichments, a central group of Hox proteins, Antp, Ubx, and Abd-A, showing little motif enrichment and the most posterior Hox protein, Abd-B, showing substantial enrichment. Second, with the exception of the Abd-B motif, there is little clear discrimination between the different motifs, i.e., for each binding site set the motifs for Lab to Abd-A exhibit similar levels of enrichment, whereas the Abd-B motif is discriminating, with low enrichment in the anterior Hox binding sets but high enrichment in the Abd-B binding set. The difference between the Lab to Abd-A motifs and the Abd-B motif fits with a clear shift in base preference in the core motif, from TAAT to TTAT [3, 8]. Grouping the motifs on this basis, with Lab to Abd-A motifs grouped as HoxA* (Fig. 2b), provides a simpler view of the enrichment data emphasizing that the three most anterior Hox proteins exhibit much stronger enrichment than the others and demonstrating a clear switch in preference between Lab, the most anterior Hox, and the most posterior, Abd-B. In addition, we observed a trend in the shift from HoxA* to Abd-B motif preference across the whole Hox set.

**Fig. 2:**
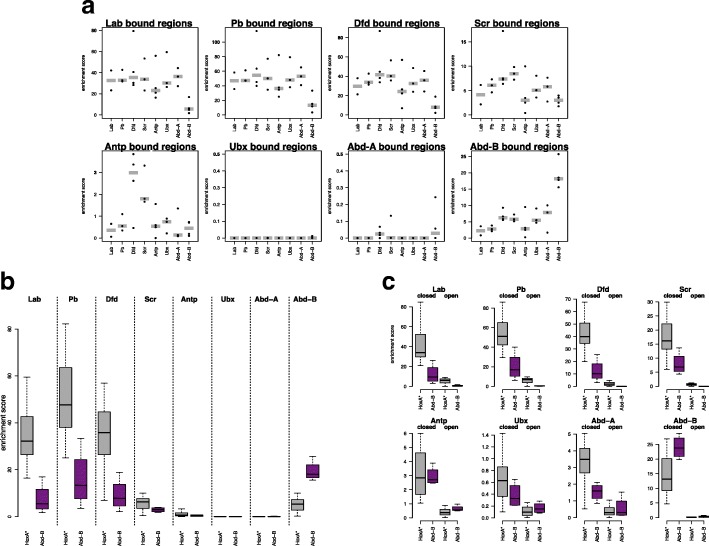
Analysis of Hox binding motifs. **a** Motif enrichment analysis on the top 500 binding regions (200 bp regions using binding summit position extended ± 100bp) for each Hox protein. Plot titles indicate binding region set used, and motifs are indicated on the *x*-axis. Enrichment analysis was performed using PWMEnrich for the Hox motifs in the MotifDb database (see the “Materials and Methods” section for details of the motif sets). Enrichment scores [log_10_(1/*p* value)] for individual motifs are indicated (dots) together with the median for each motif set (grey bar). Note the differences in *y*-axis scales. **b** Motif enrichment analysis on the same binding region sets as in **a** using the merged HoxA* (combining scores for the Lab, Pb, Dfd, Scr, Antp, Ubx, Abd-A motifs; grey) and Abd-B (purple) motifs. Boxplot with horizontal line indicating the median, box indicating upper and lower quartiles, and whiskers indicating the highest and lowest values excluding outliers. **c** Motif enrichment analysis for Hox group peaks separated according to chromatin accessibility, using 500 randomly selected “open” (Kc167 ATAC-Seq *q* < 1e−2) or “closed” regions

Since we have previously shown that Hox motif enrichment and chromatin accessibility are linked [18], we analyzed the motif enrichments separately for “open” and less accessible “closed” chromatin to investigate the wide variation in general Hox motif enrichment observed. For this, we classified Hox binding regions based on ATAC-Seq scores from untransfected Kc167 cells. We found a dramatic difference in enrichment scores between open and closed chromatin (Fig. 2c). Hox binding sites in open chromatin show little enrichment for Hox motifs, whereas high levels of enrichment are found in closed chromatin, particularly for the anterior Hox proteins, Lab, Pb, Dfd, and Scr, and for the most posterior Hox, Abd-B. This suggests that the variation in general Hox motif enrichment for the different Hox binding site sets may be linked to the propensity for each Hox protein to bind less accessible chromatin. We therefore examined the chromatin accessibility distribution of the binding sites of the different Hox proteins (Fig. 3a) and found a strong concordance with the motif enrichment levels. The Hox proteins with the higher motif enrichments, Lab, Pb, Dfd, Scr, and Abd-B, bind predominantly to “closed” chromatin, whereas those with low motif enrichment, Antp, Ubx, and Abd-A, bind predominantly to open chromatin. In addition, the chromatin accessibility distributions show interesting progressions. Anteriorly from Antp and posteriorly from Ubx the Hox proteins present a sequence of increasing binding to less accessible chromatin. These progressions provide an intriguing link between the domains of action of Hox proteins along the body axis and their binding to chromatin.

**Fig. 3:**
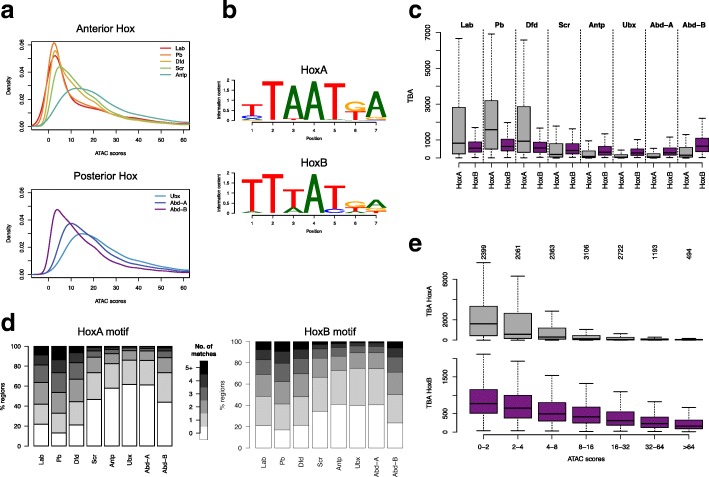
Roles of chromatin accessibility and affinity in Hox binding. **a** Density plots of mean ATAC-seq scores for Hox group peak regions (200 bp regions). Left plot anterior Hox proteins, right plot posterior Hox proteins. **b** HoxA (consensus motif combining Lab, Pb, Dfd, Scr, Antp, Ubx, Abd-A motifs) and HoxB motifs. **c** Boxplot of the total binding affinity (TBA) for HoxA (grey) and HoxB (purple) motifs for the top 500 binding regions for each Hox protein. **d** Plots of Hox group peak regions for each Hox protein classified according to the number of motif matches (HoxA on left, HoxB on right) they contain (see scale). For each Hox protein, matches were counted in the top 500 (by ChIP score) Hox group peak regions using the matchPWM function in Biostrings R package with min.score = 90%. **e** Boxplot showing relationship of TBA and chromatin accessibility, with HoxA (upper) and HoxB (lower) TBA for regions bound by any Hox binned by ATAC score

Another way to characterize binding sites is through their total binding affinity (TBA; [23, 24]), scanning each binding region to produce a cumulative score based on both the number and quality of motif matches. For this analysis, we combined the PWMs (using the motifs from the JASPAR database) for Lab to Abd-A to give the composite HoxA PWM and we renamed the PWM for Abd-B as HoxB (Fig. 3b). Similar to the situation with motif enrichment, a clear correspondence between TBA and chromatin accessibility distribution is seen. The binding sites for Hox proteins that bind to less accessible chromatin (Lab, Pb, Dfd, and Abd-B) show high TBA for their preferred motifs, whereas the binding sites for Hox proteins that bind predominantly open chromatin show low TBA (Fig. 3c). In addition, the TBA shows a clear switch in Hox motif preference from HoxA to HoxB between anterior Hox proteins and Abd-B, as well as a trend in preference switching across the whole Hox set (Fig. 3c). The high TBA scores are based on both the quality and number of motif matches in each 200 bp binding region (Fig. 3d). The general relationship between TBA and chromatin accessibility for both HoxA and HoxB motifs shows a clear inverse relationship to accessibility (Fig. 3e).

Overall, this analysis shows the relevance of both specific binding affinity, based on the quality and quantity of preferred motifs in binding regions, and chromatin accessibility for Hox protein target site selection. Binding to closed chromatin is associated with high TBA that may enable Hox proteins to effectively compete with nucleosomes. In addition, Hox binding occurs across a range of chromatin accessibility and here competition with chromatin may provide the potential for subtle differences in motif preference to generate different target sets for particular Hox proteins.

### Hox selectivity

We next examined the relationship between chromatin accessibility and the selectivity of Hox binding, as measured by the number of different Hox proteins binding to any particular region. We found a clear relationship, supporting a key role for chromatin accessibility in Hox selectivity. As shown in Fig. 4a–c, increasing selectivity is associated with decreasing chromatin accessibility. Sites showing highest Hox selectivity, binding only one member of the Hox protein family, are concentrated in less accessible chromatin whereas sites in open chromatin tend to be poorly discriminating, binding several different Hox proteins. The relationship is gradual with the progressive increase in Hox selectivity associated with decreasing chromatin accessibility across the range of ATAC-Seq scores.

**Fig. 4:**
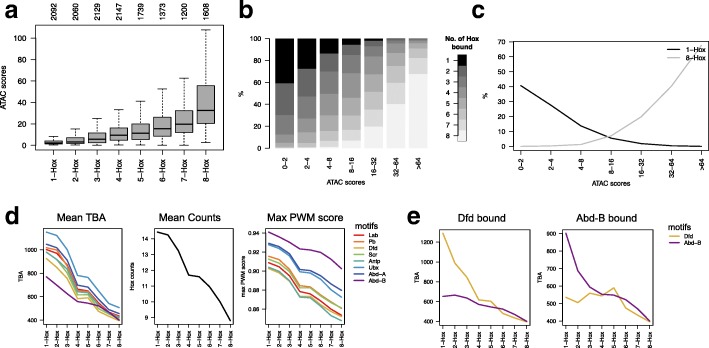
Roles of chromatin accessibility and affinity in Hox selectivity. **a** Boxplot showing relationship of Hox selectivity to chromatin accessibility (ATAC score). Hox selectivity is represented by binning Hox group peak regions according to the number of Hox proteins bound; 1-Hox: only 1 Hox protein bound; 8-Hox: all 8 Hox proteins are bound. Number of regions in each Hox selectivity bin is shown above the plot. **b** Plot showing relationship of Hox selectivity classes to chromatin accessibility. The Hox group peaks are then separated into ATAC score bins and the frequency of Hox selectivity classes (see scale) is plotted. **c** Plot showing opposing distributions of sites binding all Hox proteins (8-Hox) and uniquely bound sites (1-Hox) with respect to chromatin accessibility (ATAC score bins). **d** Plots showing relationship between Hox selectivity and (from left) TBA (for each 7-mer Hox PWM from the JASPAR database), mean number of occurrences of Hox motifs (using matchPWM function with min.score = 80%) and highest PWM match score within each region for binding regions as in **a**. **e** Relationship between Hox selectivity and TBA for sets of binding regions for particular Hox proteins. Left for the regions bound by Dfd and right for the regions bound by Abd-B, plotting the TBAs for the Dfd (orange) and Abd-B (purple) motifs

Hox selectivity is positively correlated with Hox TBA as seen in the general relationship between Hox selectivity and TBA for the individual Hox binding motifs (Fig. 4d). The increasing binding region affinity with increasing Hox selectivity reflects both increasing affinity of individual binding sites (measured by the quality of match to a position weight matrix (PWM)) and an increasing number of Hox binding sites within the binding region. In addition, high selectivity for a particular Hox protein is associated with differential TBA for preferred binding motifs. This is illustrated by comparing the target sets for Dfd and Abd-B (Fig. 4e). For the low selectivity sites, the TBA plots are similar; however, for the higher selectivity sites, on the left of the plots, the TBA values show specific inflection; for Dfd sites, there is a specific rise in TBA for the Dfd motif, whereas TBA for the Abd-B motif remains relatively flat. For the Abd-B target set, the reverse occurs. Additional file 1: Figure S1a shows further analysis of the relationship between Hox selectivity and binding region affinity, with subsets selected according to chromatin accessibility.

Overall, the association of high Hox selectivity with relatively inaccessible chromatin and high-affinity binding regions indicates an interplay between affinity and chromatin accessibility in enabling Hox proteins to bind to different target sets. In a model of competition between nucleosomes and Hox proteins, binding to less accessible chromatin requires a higher affinity interaction between the Hox protein and the binding region. Accordingly, we find Hox binding regions in open chromatin show little discrimination, binding several or all Hox proteins. However, in less accessible chromatin, where competition with nucleosomes provides a basis for selective binding based on affinity, binding regions show more discrimination.

### Roles of the canonical Hox cofactors, Exd and Hth

In many situations, Hox proteins bind in association with the canonical Hox cofactors, Exd and Hth [8, 10]. To examine the roles of Exd/Hth in Hox binding, we systematically expressed Hth in bicistronic constructs with each GFP-tagged Hox protein and generated ChIP-Seq binding profiles for the Hox proteins as described above. Kc167 cells lack Hth but do express Exd, which is cytoplasmic in the absence of Hth. Expression of Hth recruits Exd into the nucleus and provides Exd/Hth cofactor function [18].

The addition of Exd/Hth generally promotes Hox binding, and although the simple thresholded peak counts are not always increased (Additional file 1: Figure S1c), differential binding analysis revealed a significant set of cofactor-enhanced regions for all the Hox proteins (Fig. 5a). Since we previously showed that Exd/Hth increases the ability of Ubx to bind to closed chromatin [18], we examined the effect of Exd/Hth on the chromatin accessibility distribution. For all Hox proteins, apart from Abd-B (and with only a minimal shift in the case of Scr), the chromatin accessibility profile is shifted towards lower ATAC-Seq scores indicating that the provision of Exd/Hth enables Hox proteins to bind to less accessible chromatin (Fig. 5b, c; Additional file 1: Figure S1d and S2). Comparing sites where the presence of cofactors results in significantly enhanced binding (cofactor-enhanced sites) with sites which bind Hox but whose Hox binding does not change significantly in the presence of Exd/Hth (common sites) revealed a clear difference in chromatin accessibility. The common sites are predominantly in open chromatin whereas the cofactor-enhanced sites are generally in closed chromatin, and for all Hox proteins, there is a clear decrease in median ATAC-Seq score for the cofactor-enhanced sites compared with the common sites (Fig. 5d).

**Fig. 5:**
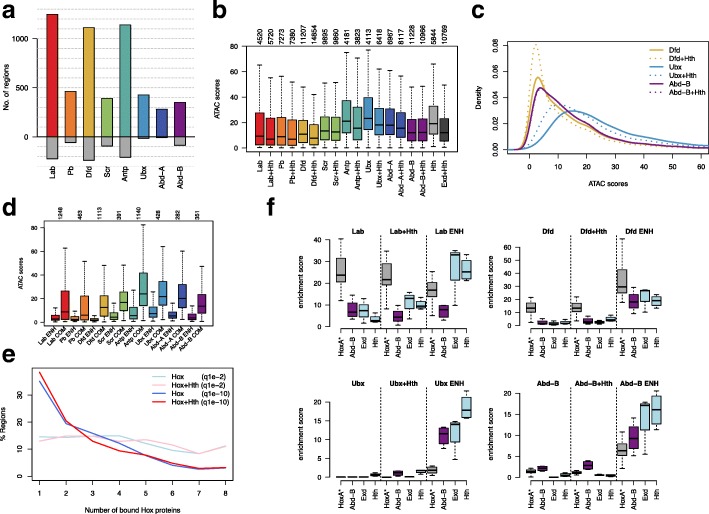
Effect of Exd/Hth on Hox binding. **a** Plot showing the number of cofactor-enhanced binding regions based on differential binding (fdr ≤ 0.01, logFC ≥ 1 and both replicates bound at macs q1e−2). Regions more bound in the presence of Exd/Hth (Hth+Hox) are shown in colour as positive numbers, regions more bound in Hox alone compared to Hth+Hox are shown in grey underneath. **b** Boxplot of ATAC scores in Hox group peaks for Hox proteins in the absence (Hox) or presence (Hox+Hth) of Exd/Hth. The Hth regions are bound by Hth-GFP and the Exd+Hth regions are bound by Exd-GFP in the presence of Hth. Numbers of bound regions are indicated above the plot. **c** Density plots of mean ATAC-seq scores for Hox group peaks bound by Dfd, Ubx, and Abd-B with and without Exd/Hth showing the effect of the cofactors on the chromatin accessibility profile. Solid lines: Hox alone, dotted lines: Hox in presence of Exd/Hth. **d** Boxplot comparing chromatin accessibility of Exd/Hth enhanced regions (Hox ENH) versus common regions (bound similarly in the presence or absence of Exd/Hth; Hox COM). Numbers for Hox ENH regions are given above the plot and the same number of randomly selected common regions was used for Hox COM. **e** Plot showing lack of effect of Exd/Hth on the Hox selectivity profile plotting percentage of regions in each of the Hox selectivity classes for Hox alone (Hox) and in the presence of Exd/Hth (Hox+Hth). This lack of effect is a robust observation across both low (q1e−2) and high (q1e−10) stringency binding regions. **f** Motif analysis comparing motif enrichment for binding regions for Hox alone (Hox), Hox in the presence of Exd/Hth (Hox+Hth), and Exd/Hth cofactor enhanced binding regions (Hox ENH) using 500 randomly selected regions from each class for selected Hox proteins Lab, Dfd, Ubx and Abd-B. Motifs are HoxA* (grey; see Fig. 2), Abd-B (purple, see Fig. 2), and the Exd and Hth motifs (light blue)

Although there is considerable in vitro evidence that Exd/Hth can increase the specificity of Hox binding [13–16], their role in vivo is less clear. As illustrated above, Hox proteins can bind to distinct sets of genomic targets in vivo in the absence of Exd/Hth. Cluster analysis based on ChIP-Seq reads provides a global view, showing that individual Hox binding profiles cluster separately from one another and, strikingly, Hox plus Exd/Hth profiles cluster together with their respective Hox; e.g., Dfd and Dfd+Hth cluster together and separately from Lab and Lab+Hth (Fig. 6). This demonstrates that Hox proteins display clear individual specificities in vivo independent of Exd/Hth. We also note from this analysis that the anterior Hox proteins Lab, Pb, and Dfd show a close association, clustering together and distinct from the remaining Hox proteins which fits with their grouping on the basis of high motif enrichment in their binding regions (Fig. 2b).

**Fig. 6:**
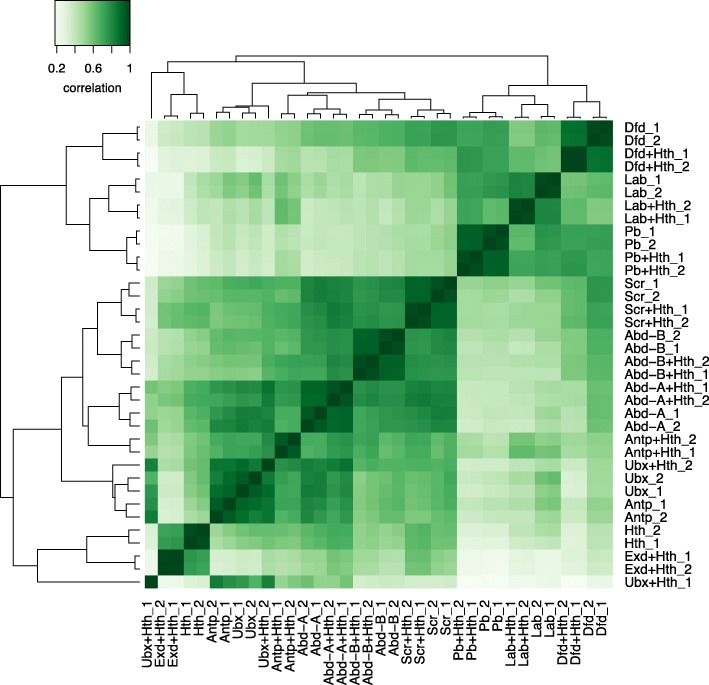
Hox specificity is expressed independently of Exd/Hth. Correlation heatmap of ChIP-Seq reads showing general clustering together of individual Hox and Hox+Hth samples. Reads were counted overlapping 20 bp windows of the union of macs q1e−2 bound regions across all Hox and Hox+Hth samples (for details see the “Materials and Methods” section)

We assessed the global effect of Exd/Hth on Hox target selectivity by examining the cofactor effect on the distribution of regions according to the number of different Hox proteins they bind. We found that this Hox discrimination profile is little changed by the presence of Exd/Hth (Fig. 5e). We also examined the effect of Exd/Hth on the motif enrichment profiles (Fig. 5f). In general, the enrichment profile for the Hox motifs is little affected by the addition of Exd/Hox although there are clear increases in Exd and Hth motif enrichment. In the Antp, Ubx, and Abd-A target sets, the provision of Exd/Hth enhances the relative enrichment of the Abd-B motif above the others and this may represent the latent specificity effect of Hox/Exd dimer binding [16] (see also Additional file 1: Figure S3).

We performed de novo motif finding analysis on sites where the cofactors significantly increase binding (Additional file 1: Figure S4). Combining the most similar motifs, led to the identification of three classes of cofactor-Hox PWMs (Fig. 7a). A *k*-mer analysis shows that these consensus sequences are the most enriched *k*-mers in the cofactor-enhanced binding regions (Fig. 7b). Preference between these three PWMs provides a clear view of the graded motif preferences across the whole set of eight Hox proteins. Strikingly, these in vivo derived preferences correspond extremely well with the preferences defined by in vitro SELEX analysis of Hox binding in association with Exd [16] (Fig. 7c).

**Fig. 7:**
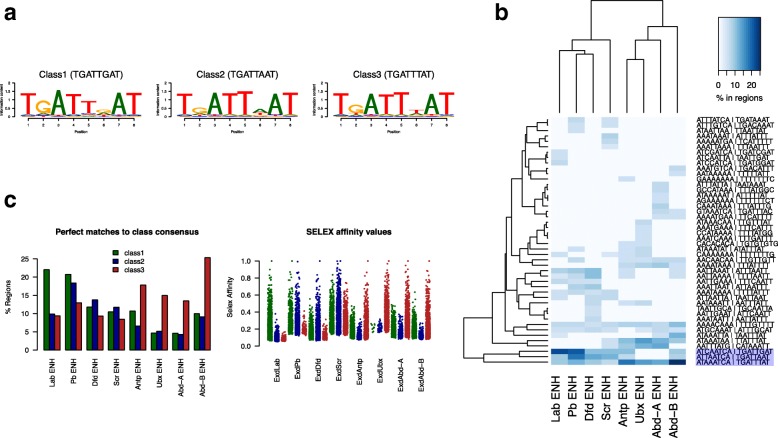
In vivo motif preferences for Hox binding in the presence of Exd/Hth. **a** Constrained pattern matching on in vivo binding regions defines 3 classes of consensus sequences. Matches to the pattern TGATTDAT (where D = A or G or T), based on the in vitro SELEX Exd-Hox sites [16], in defined sets of binding regions were used to create the three matrices. The binding regions used were class 1 unique Exd/Hth enhanced Lab bound, class 2 unique Exd/Hth enhanced Pb or Dfd or Scr bound, and class 3 unique Exd/Hth enhanced Antp or Ubx or Abd-A or Abd-B bound. The pattern matching allowed one mismatch. **b** The Class 1, 2 and 3 consensus sequences (highlighted) are the most enriched 8-mers in unbiased *k*-mer enrichment analysis on Exd/Hth-enhanced Hox binding regions (Hox ENH). Enrichment of the top 15 *k*-mers in each binding region set is plotted as a heatmap. **c** Correspondence of in vivo and in vitro binding specificities. The left plot shows the percentage of regions from the Exd/Hth-enhanced Hox binding regions with perfect matches to the class 1, 2, and 3 consensus sequences. The right plot shows the affinity scores for SELEX 16-mers which contain the three Class consensus sequences for the different SELEX Hox+Exd experiments in Slattery et al. [16]; class 1: green, class 2: blue; class 3: red

Overall, we find that Exd/Hth has significant effects on in vivo Hox binding; for example, almost doubling the number of Dfd-bound regions (increasing from 4782 to 8958 peaks at q1e^−10^). The cofactors increase the length of the enriched binding motifs and facilitate Hox protein binding to less accessible chromatin.

### Hox binding and chromatin accessibility

To understand better the link between chromatin accessibility and Hox binding, we investigated the effects of Hox binding on accessibility and also the effects of other transcription factors that either promote Hox binding or are known to be able to open chromatin (so-called pioneer factors). To study effects on chromatin accessibility using ATAC-Seq, we generated stable cell lines expressing representative Hox proteins, Dfd, Ubx, and Abd-B, since the transient transfections were not suitable for ATAC-Seq due to the dominance of plasmid sequences in the ATAC-Seq libraries. 

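Binding of Dfd, Ubx and Abd-B in the stable lines was analysed here from the regions the authors called. Kc167 is a Drosophila cell line with characteristics of hemocytes, the blood cells of the fly. The 12 lines expressed Dfd, Ubx or Abd-B alone, each of these with Hth, Dfd or Ubx with Gcm, Dfd or Ubx with Hth and Gcm together, Hth alone or Gcm alone. The eGFP tag was on the Hox protein, or on Hth or Gcm in the lines without one. Anti-GFP ChIP-Seq on FACS-sorted cells gave 2 biological replicates and 1 input per line, 36 libraries in all. CuSO4 was given at 1 mM for 18 h to the Ubx, Ubx+Hth and Hth lines, at 2 mM for 24 h to Dfd, at 2.66 mM for 22 h to Dfd+Hth, at 0.5 mM for 24 h to Abd-B and at 2.5 mM for 24 h to Abd-B+Hth. Dfd+Hth+Gcm had 3.7 mM for 22 h and Ubx+Hth+Gcm 2.5 mM for 24 h. The authors adjusted the induction of each line before sorting and sorted cells within the same range of GFP fluorescence. Puromycin is given as 5 µg/ml in the paper's methods and as 5 mg/ml in the sample labels. In the paper's Table S1, the 20 ChIP libraries of the 10 lines with no more than 1 cofactor had 10292158 to 45950537 mapped reads, with a median of 21737577. The authors mapped the reads to dm6, called peaks in each replicate against the input with MACS2 and kept, as the union, the regions found in both replicates. They removed regions that overlap exons carried by the plasmids. The values used here are region coordinates at q 1e-2, and at q 1e-10 as the stricter list, without scores, summits or reads per region. Regions were 209 to 12316 bp wide at q 1e-2, with medians from 475 bp for Gcm to 674 bp for Abd-B. A site was counted as bound only with a cofactor when no region of the same Hox protein alone shared 1 bp with it, and as lost when a region of the Hox protein alone had no counterpart with the cofactor. Shares carry 95% exact binomial intervals, which cover the counting of regions only. Because the lists hold no values per replicate, the 2-sided tests compare regions within lists, and regions are not independent replicates.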

We compared the ATAC-Seq profiles of induced versus non-induced cell lines and found clear evidence that Hox proteins vary in their propensity to open chromatin. We see chromatin opening by Dfd and Abd-B (Fig. 8a) but not by Ubx. Differential peak analysis confirms that Dfd and Abd-B demonstrate robust chromatin opening, with the generation of 430 and 832 significantly enhanced ATAC-Seq peaks respectively (at log fold change > 1.5) whereas Ubx shows very little evidence of opening (Fig. 8b and Additional file 1: Table S5).

**Fig. 8:**
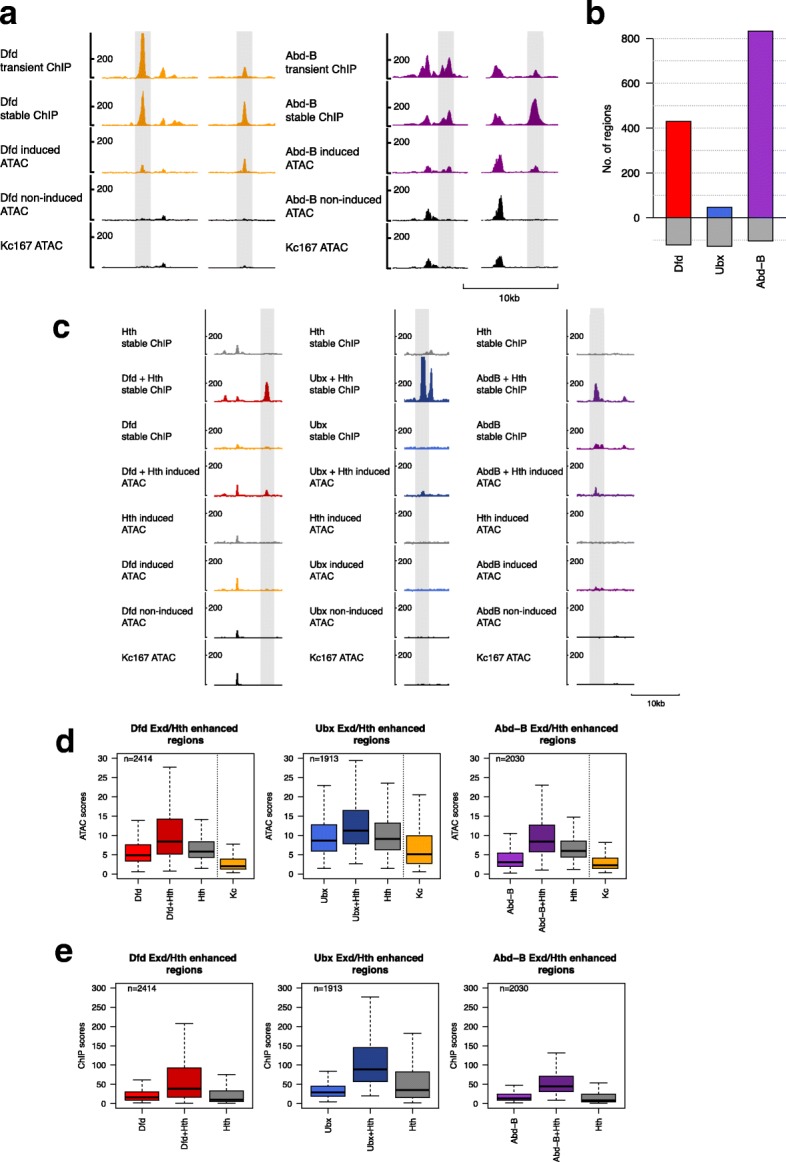
Hox proteins collaborate with Exd/Hth promoting chromatin accessibility. **a** Representative ChIP-Seq and ATAC-Seq profiles showing increased chromatin accessibility on Dfd and Abd-B binding. **b** Number of regions with significantly increased chromatin accessibility (edgeR fdr ≤ 0.01 and logFC≥ 1.5 for ATAC-Seq reads) on induced versus non-induced samples for Dfd, Ubx, and Abd-B are shown as colored bars. Number of regions with significantly reduced ATAC-Seq reads (edgeR fdr ≤ 0.01 and logFC ≤ − 1.5 for ATAC-Seq reads) are shown in grey as negative values. **c** Representative ChIP-Seq and ATAC-Seq profiles showing collaboration between Hox and Exd/Hth promoting chromatin accessibility. **d** Boxplot of ATAC scores in Exd/Hth-enhanced Hox binding regions for stable lines expressing Hox alone, Hox in the presence of Hth (Hox+Hth), Hth alone and, as a reference, the basal Kc167-cell (Kc) ATAC scores. All three Hox+Hth show increased ATAC scores compared to either Hox alone or Hth alone; *p* values < 0.01, Dunn’s Kruskal-Wallis multiple comparison. Although the Kc167 ATAC scores cannot be directly compared to the stable cell line ATAC score data, the low median scores indicates that these regions are relatively inaccessible in the basal Kc167 state. **e**: Boxplot of ChIP-seq scores in the same regions as in **d** showing Hox ChIP, Hox ChIP in the presence of Exd/Hth (Hox+Hth) and Hth ChIP

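Dfd, Ubx and Abd-B each bound regions together with Hth that they did not bind alone. Of the 9865 regions of Dfd+Hth, 2134 (21.6%, interval 20.8 to 22.5) were bound only with Hth. For Ubx+Hth this was 1600 of 4885 regions (32.8%, 31.4 to 34.1), and for Abd-B+Hth 2065 of 13741 (15.0%, 14.4 to 15.6). In the other direction, 1995 of the 10374 regions of Dfd alone (19.2%) and 1946 of the 5278 regions of Ubx alone (36.9%) had no counterpart with Hth. The shares depend on the threshold, since with the lists with Hth at q 1e-10 against Hox alone at q 1e-2 the sites bound only with Hth were 932 for Dfd (15.6%), 568 for Ubx (25.0%) and 520 for Abd-B (5.52%). With all lists at q 1e-10 the shares were 34.0%, 52.2% and 15.4%. Induction differed along with Hth for Dfd and for Abd-B but not for Ubx, and mapped reads differed within each pair. The shares do not separate these from the presence of Hth. The 5 widest regions that Dfd bound only with Hth at q 1e-10 had no Dfd region without Hth at q 1e-2 either. Of these, 4 lie on arm 2L between 14374001 and 14567778, a stretch that holds elB (14390628 to 14409549) and noc (14490859 to 14494019), which encode zinc finger proteins and were singled out after the values were seen. The widest spans 6828 bp from 14556342 to 14563169, overlaps lncRNA:CR44854 and an end of CG3473 (14563015 to 14563726) and holds 9 matches to the paper's Exd-Hox octamers. A match to TGATTTAT in it, at 14561985 to 14561992, sits in the reference sequence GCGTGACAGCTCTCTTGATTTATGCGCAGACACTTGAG. Of the 5 widest regions of Ubx, 3 lie in the same stretch, at 14533195 to 14535327, 14374913 to 14376945 and 14515003 to 14516683. Another, of 1706 bp in an intron of CG12535 (X, 3437878 to 3439583), holds 4 octamers, and the Nt5b region (X, 18405821 to 18407557) was also bound by Ubx alone at q 1e-2. For Abd-B, 4 of the 5, in introns of pros, fru and Eip93F and near CG15059, were bound without Hth at q 1e-2, while that at lncRNA:CR44854 (2L, 14558090 to 14559463) was not. Of 18 known Hox target genes, Dfd sites bound only with Hth lay within 2 kb of 9 (dpp, salm, kn, vg, ct, ems, hh, Scr and Antp), against 5.69 in random lists of genes of similar length. Ubx sites lay near 7 (dpp, kn, bs, ct, ems, hh and Scr), against 4.54, and Abd-B sites near 6 (dpp, kn, vg, Scr, Antp and ovo), against 6.24. Neither these 3 comparisons nor any of the other 27 between a gene list and a set of cofactor-only sites passed correction, and 2 of the 30 had an unadjusted p under 0.05 (lowest adjusted p = 0.555, permutation test with 10000 random lists).

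**Figure D1:**
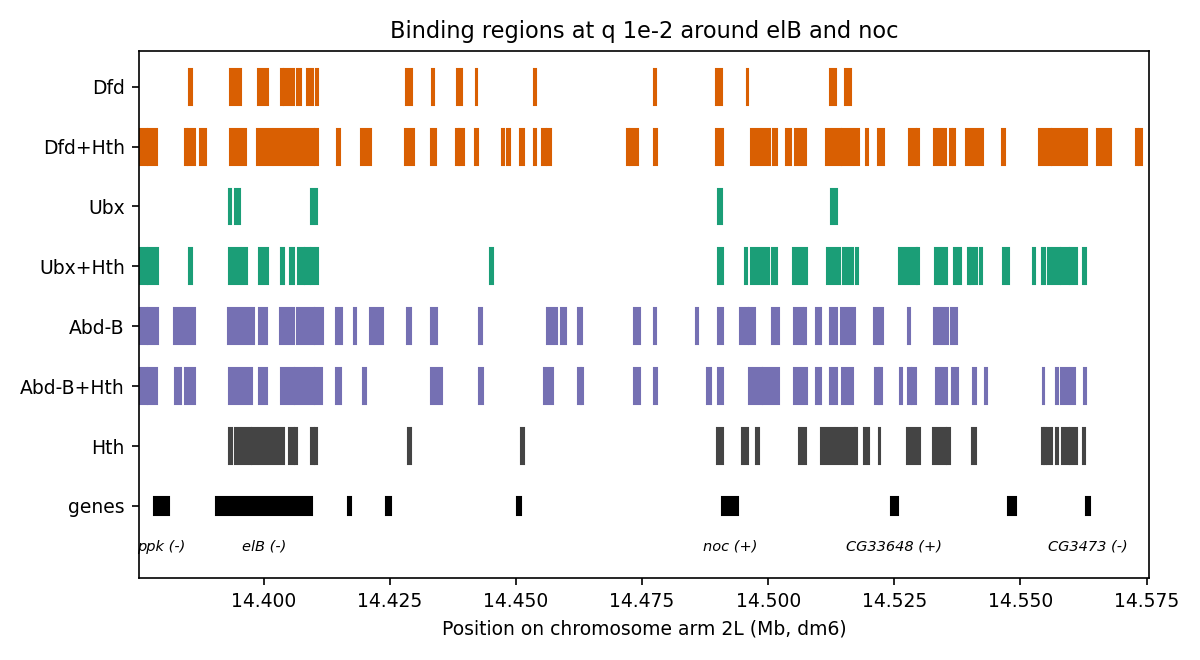
Binding regions at q 1e-2 on arm 2L around elB and noc, with position along the x axis and a track of boxes for each of 7 stable lines above the annotated genes. Dfd+Hth has 51 regions and Ubx+Hth 39 in the 200 kb window, against 20 for Dfd and 6 for Ubx.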

To investigate the role of Exd/Hth, we generated stable cell lines expressing Dfd, Ubx, or Abd-B proteins together with Hth and found that the cofactors promote chromatin opening (Fig. 8c). Examining the regions with enhanced Hox binding in the presence of Exd/Hth showed that addition of the cofactors increases the median ATAC-Seq score in partnership with each of the three Hox proteins (Fig. 8d). In contrast, when Hth is expressed in the absence of a Hox protein, these regions show low chromatin accessibility and little evidence of Hth binding (Fig. 8e), indicating that the Hox proteins and Exd/Hth work in collaboration to open chromatin. 

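Regions of Hth alone covered a minority of the Dfd and Abd-B sites bound only with Hth and a majority of the Ubx sites. For Dfd, 632 sites (29.6%, 27.7 to 31.6) overlapped one of the 8998 Hth regions, for Ubx 1090 (68.1%, 65.8 to 70.4) and for Abd-B 12.0% (10.6 to 13.4) of 2065 sites did. In an intron of Scr, the widest Dfd site bound only with Hth (3R, 6829130 to 6831377) had no Hth region. All 4 Dfd sites at the Dfd gene, the widest in an intron at 6798268 to 6799612, and both Ubx sites at srp, the widest in an intron at 3R 15991476 to 15992516, had one. Srp is a GATA factor of hemocyte development. At ara, none of the 3 Abd-B sites bound only with Hth had a Hth region. Sites bound with and without Hth overlapped Hth regions more often, in 68.6% (67.5 to 69.6) for Dfd, 97.5% (96.9 to 98.0) for Ubx and 58.3% (57.4 to 59.2) for Abd-B. The share was lower at Hth-only sites in 5 of 5 chromosome arms for each Hox protein. Fisher's exact test gave an odds ratio of 0.193 for Dfd (p = 1.26e-229) and 0.0547 for Ubx (p = 6.89e-184). The odds ratio for Abd-B was 0.0972, with a p below the smallest value the software represents. Regions of the Hox protein alone that were lost with Hth also fell below the sites bound with and without Hth. They overlapped Hth regions in 35.6% for Dfd, 80.6% for Ubx and 27.6% for Abd-B. A share below that of the sites bound with and without Hth is therefore not particular to sites bound only with Hth, although theirs was the lowest for each Hox protein. Sites placed at random on the same chromosome arm met a Hth region in 8.95% for Dfd, 8.83% for Ubx and 8.46% for Abd-B, on average over 100 placements. With the Hth list at q 1e-10 the shares at Hth-only sites were 19.1% for Dfd, 47.4% for Ubx and 6.00% for Abd-B. With every region cut to a 400 bp window on its centre, the set itself grew, to 3307 Abd-B sites bound only with Hth. Of these, 22.2% overlapped a Hth window, against 48.3% of the sites bound with and without Hth. The sites bound only with Hth differ in definition from the paper's Exd/Hth-enhanced regions, which come from the authors' test on reads. From the low accessibility and little Hth binding at the enhanced regions with Hth alone, the paper reasons that Hox proteins and Exd/Hth collaborate to open chromatin.

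**Figure D2:**
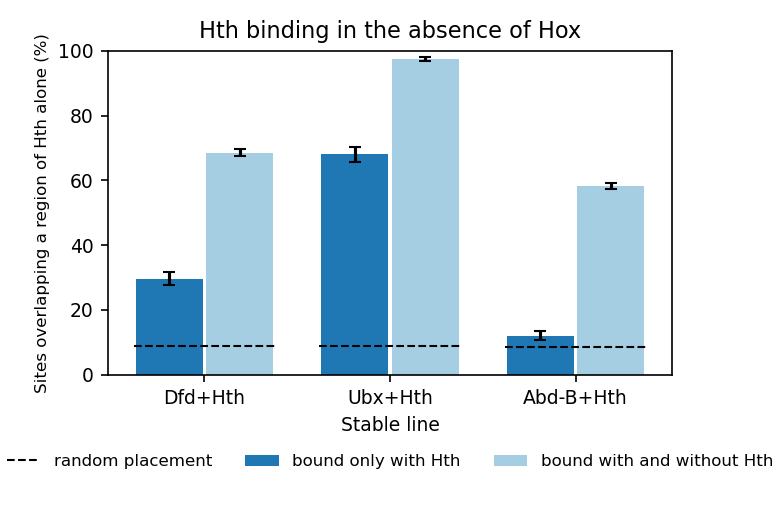
Share (%) of Dfd+Hth, Ubx+Hth and Abd-B+Hth sites that overlap a region of Hth alone, with dark bars for sites bound only with Hth and light bars for sites bound with and without Hth. Error bars are 95% exact binomial intervals and dashed lines the mean of random placements. The dark bar stands below the light bar for each Hox protein and is highest for Ubx, at 68.1%.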

Differential peak analysis on the 21,002 Hox group peaks (stable) regions, comparing induced versus non-induced for the Hth stable cell line, supports the lack of significant chromatin opening when Hth is expressed in the absence of Hox proteins (Additional file 1: Table S5).

We directly examined the effect of opening chromatin on Hox binding by co-expressing Hox proteins with the hemocyte lineage-determining factor Glial cells missing (Gcm), which is believed to act as a pioneer factor [25]. Kc167 cells show characteristics of hemocytes, which in the in vivo lineage are induced to differentiate into plasmatocytes by Gcm [26, 27]. 

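Gcm alone, tagged with eGFP and induced with 2.5 mM CuSO4 for 24 h, bound 10750 regions. The Gcm site ATRCGGGY lay within the central 200 bp of 2538 of them (23.6%), against 1.22% of windows 1000 bp to either side. At q 1e-10 the share with a site was 28.4%. Centres of the Gcm regions lay in introns in 42.0% and in coding exons in 24.9%, and 28.7% were within 500 bp of a transcript start. Gcm regions lay within 2 kb of 12 of 15 glial genes and Gcm targets, against 11.1 in random lists of genes of similar length, and the 3 without one were wrapper, Eaat1 and gcm itself, where the authors removed regions over exons carried by the plasmid. They lay near 11 of 15 plasmatocyte genes (11.4 in random lists) and 8 of 10 crystal cell and lamellocyte genes (7.26). All 15 TALE and Hox genes had a Gcm region (12.2 in random lists), as did 17 of 18 known Hox target genes (14.1), with ovo the exception, and 6 of 10 muscle genes (7.50). No list passed correction over the 6 lists (lowest adjusted p = 0.370, permutation test with random gene lists). In the paper's Table S1 the Gcm libraries had 23403544 and 23227820 mapped reads.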

We first established, by ChIP-Seq and ATAC-Seq in stable Kc167 cell lines expressing Gcm-GFP, that Gcm binding is associated with chromatin opening (Fig. 9a–d). We then expressed Gcm in conjunction with Hox proteins in stable cell lines, choosing Dfd as a representative Hox protein that shows substantial ability to bind to sites in closed chromatin and Ubx, representing Hox proteins whose binding is largely restricted to open chromatin. 

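Dfd+Gcm, Ubx+Gcm and the Gcm line were compared with Dfd and Ubx alone. Each line had 2 biological replicates of anti-GFP ChIP and 1 input. The tag was on the Hox protein in Dfd+Gcm and Ubx+Gcm, so that their regions show Hox binding and those of the Gcm line show Gcm binding. Dfd+Gcm cells were induced with 3.2 mM CuSO4 for 24 h, against 2 mM for 24 h for Dfd, and Ubx+Gcm cells with 2.5 mM for 24 h, against 1 mM for 18 h for Ubx. The paper's Table S1 gives mapped reads of 21210268 and 12196295 for Dfd+Gcm, 18779761 and 10292158 for Dfd, 26450967 and 26238573 for Ubx+Gcm and 22651116 and 19965122 for Ubx. Induction and depth therefore differ along with Gcm within each pair, although the sort was on GFP, the tag of the Hox protein. The lists of both replicates were already combined by the authors, so the counts have no spread between replicates. Chromosome arms (2L, 2R, 3L, 3R and X) served to check directions.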

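Dfd and Ubx sites bound only with Gcm were found at genes of the glial and hemocyte lineages. Both Dfd sites at htl, an FGF receptor gene, overlapped a region of Gcm alone, the widest at 3R 18043589 to 18044243, and so did all 3 Ubx sites, the widest in an intron at 18049358 to 18050571. At ush, which encodes a Friend-of-GATA cofactor, Ubx had 10 such sites, of which 8 overlapped a Gcm region, the widest in an intron at 2L 483047 to 483802, and Dfd had 1, at 504885 to 505540. At repo, the glial homeobox gene, both Ubx sites overlapped a Gcm region, the widest outside the gene at 3R 18234712 to 18235112. The 9 Ubx sites at pnt included 4 with a Gcm region, and the widest, in an intron at 3R 23340916 to 23342293, spans 1378 bp. At exd, none of the 3 Ubx sites overlapped a Gcm region, the widest in a coding exon at X 15993360 to 15995114. This site is not particular to Gcm, since an Abd-B site bound only with Hth covered nearly the same stretch (15993398 to 15995067). The paper's methods also describe an eGFP-Exd plasmid, and regions over exd exons were not screened for here. Other sites recurred with Hth as well. The widest Dfd site at htl overlapped a Dfd site bound only with Hth (3R, 18043594 to 18044302). So did the Dfd site at loco, and the Ubx sites at loco and gcm2 overlapped Ubx sites bound only with Hth. Of 15 glial genes and Gcm targets, Dfd sites bound only with Gcm lay near 4 (ttk, loco, moody and htl), against 2.57 in random lists, and Ubx sites near 8 (gcm2, repo, pnt, ttk, loco, Gli, Nrx-IV and htl), against 7.43. Of 15 plasmatocyte genes, they lay near 1 for Dfd (ush), against 3.07, and 7 for Ubx (srp, ush, Pxn, crq, Pvr, Col4a1 and Tig), against 7.77. None of these lists departed from random lists after correction. The widest Dfd region bound only with Gcm at q 1e-10 spans 1220 bp in an intron of Eip63E (3L, 3556135 to 3557354) and holds 3 Gcm sites. The Gcm site at 3556518 to 3556525 in it reads ATGCGGGT within the reference sequence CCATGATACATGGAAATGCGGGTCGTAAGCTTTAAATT. The widest Ubx region spans 2340 bp in an intron of CHES-1-like (X, 7690603 to 7692942) and holds 1 Gcm site. These 2 regions, and the other 8 of the 5 widest for each Hox protein, at schlank, siz, CG9801, CG42458, Hus1-like, RhoGAP18B, gpp and gw, were bound without Gcm at q 1e-2.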

We found that the presence of Gcm leads to novel binding sites for both Dfd and Ubx (Fig. 9a, b), providing a direct experimental demonstration of the role of chromatin accessibility in Hox target selection. 

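Dfd bound 1165 of its 8886 regions only with Gcm (13.1%, interval 12.4 to 13.8), and 7721 were also bound by Dfd alone. Ubx bound 4276 of 8827 regions only with Gcm (48.4%, 47.4 to 49.5), and 4551 were also bound by Ubx alone. These shares depend on the threshold, since with the lists with Gcm at q 1e-10 against Hox alone at q 1e-2 they were 4.13% for Dfd and 19.2% for Ubx. On the chromosome arms the share for Ubx was 48.8% on 2L, 47.4% on 2R, 49.7% on 3L, 48.7% on 3R and 47.0% on X. For Dfd it was 12.1%, 13.4%, 13.1%, 12.7% and 14.1% on the same arms. The odds ratio of Ubx against Dfd was 6.23, and Fisher's exact test gave a p below the smallest value the software represents. Regions of the Hox protein alone that were absent with Gcm numbered 2612 of 10374 for Dfd (25.2%) and 374 of 5278 for Ubx (7.09%). Sites bound only with Gcm had a median width of 379 bp for Dfd and 446 bp for Ubx, against 555 and 779 bp for sites also bound without it. The induction of Ubx and Ubx+Gcm cells differed in dose and time, and the share itself does not separate this from the presence of Gcm.

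**Figure D3:**
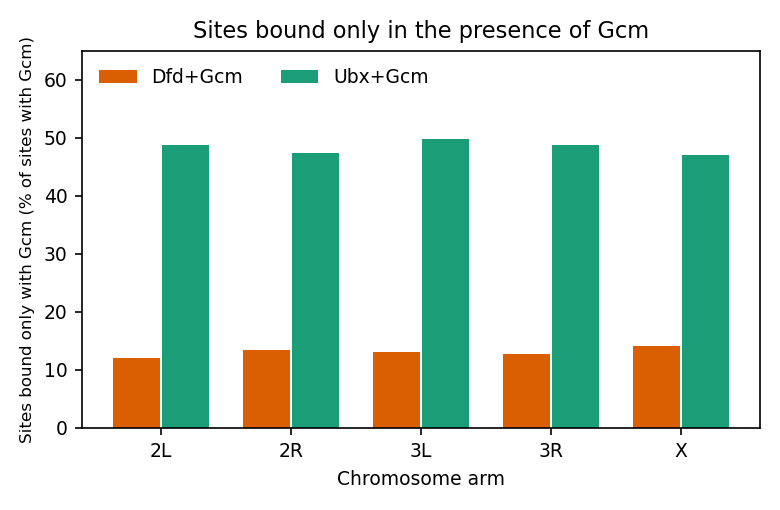
Share (%) of Dfd+Gcm and Ubx+Gcm regions at q 1e-2 that were bound only with Gcm, by chromosome arm. Shares lie between 12.1% and 14.1% for Dfd and between 47.0% and 49.7% for Ubx.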

For Dfd, the provision of Gcm generates 1168 novel sites (at q1e^−2^, 13% of the total Dfd binding sites in the presence of Gcm), whereas for Ubx, Gcm has a larger effect, generating 4291 novel sites (49% of the total Ubx binding sites in the presence of Gcm). The smaller effect of Gcm on Dfd binding may reflect the ability of Dfd to bind to less accessible regions on its own and we find that the presence of Gcm has little effect on the accessibility profile of Dfd-bound regions in comparison to the large effect for Ubx (Fig. 9e). 

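Of the regions of Gcm alone, 329 were bound in the presence of Gcm by Dfd but not Ubx and 1544 by Ubx but not Dfd. The HoxA motif YTAATKA, read from the logos of Fig. 3b, lay in the central 200 bp of 27.1% (22.3 to 32.2) of the Dfd regions and 6.35% (5.18 to 7.68) of the Ubx regions. The Dfd regions had on average 0.422 matches (SD 0.785) and the Ubx regions 0.0933 (SD 0.393). At least 2 matches were found in 12.2% of the Dfd regions and 2.46% of the Ubx regions. The share with a match was higher for Dfd in 5 of 5 chromosome arms (odds ratio 5.47, Fisher's exact p = 5.05e-24). Windows 1000 bp to either side of the Dfd regions held the motif in 17.3%, which leaves the Dfd regions 9.73 points above their surroundings (exact p = 0.000448). The HoxB motif TTTATKR was found in 21.3% of the Dfd and 18.3% of the Ubx regions (exact p = 0.215), with Dfd higher in 3 of 5 arms, and Dfd regions were not higher when the whole region was searched, at q 1e-10 or against the neighbouring windows. Regions of Gcm that both Hox proteins bound, 3609 in number, had HoxA matches in 13.9%, and the 5268 that neither bound in 9.30%. GC content was 45.6% in the Dfd and 48.5% in the Ubx regions. These regions were not restricted to closed chromatin as in the paper's Figure S8, and TBA was not analysed here.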

Comparison of the sites bound exclusively by either Dfd or Ubx in the presence of Gcm reveals higher TBA, higher motif counts, and higher motif enrichment for the Dfd sites supporting the importance of multiple motifs for Dfd binding (Additional file 1: Figure S8).

**Fig. 9:**
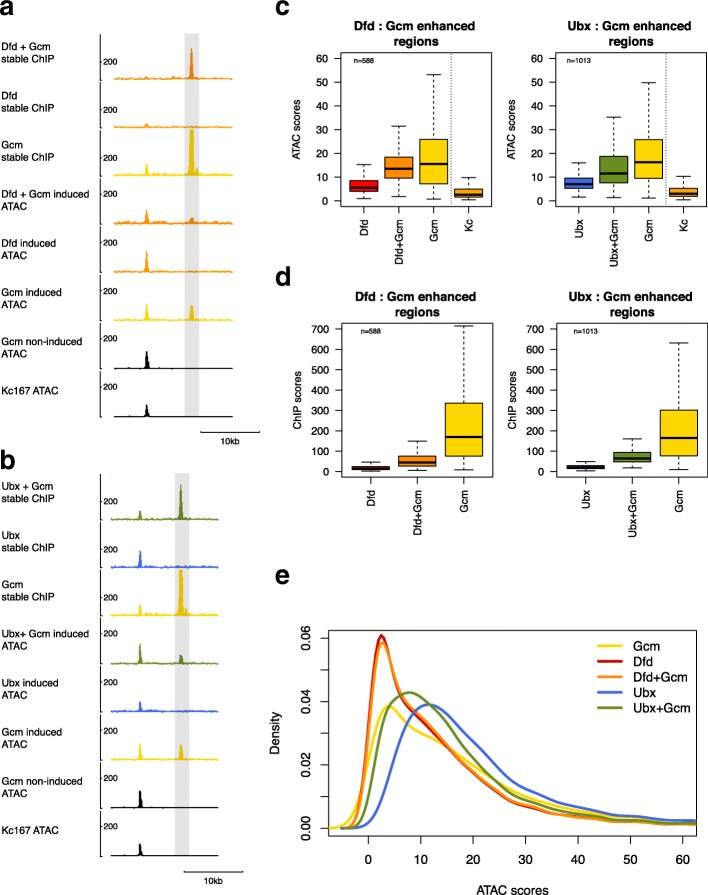
Gcm acts as a pioneer factor promoting Hox binding. **a** Representative ChIP-Seq and ATAC-Seq profiles showing chromatin opening by Gcm and promotion of Dfd binding. **b** Representative ChIP-Seq and ATAC-Seq profiles showing chromatin opening by Gcm and promotion of Ubx binding. **c** Boxplot of ATAC scores in Gcm-enhanced Hox binding regions for Hox, Hox in the presence of Gcm (Hox+Gcm), Gcm and, as a reference, the basal Kc167-cell (Kc) ATAC scores. Both Hox+Gcm show increased ATAC scores compared to Hox alone; *p* values < 0.01, Dunn’s Kruskal-Wallis multiple comparison. The high median ATAC scores for Gcm show that these regions are generally open in the presence of Gcm alone. Although the Kc167 ATAC scores cannot be directly compared to the stable cell line ATAC score data, the low median scores indicates that these regions are relatively inaccessible in the basal Kc167 state. **d** Boxplot of ChIP-seq scores in the same regions as in **c** showing Hox ChIP, Hox ChIP in the presence of Gcm (Hox+Gcm), and Gcm ChIP*.* **e** Density plots of mean ATAC-seq scores for 200 bp Hox group peak regions (stable)

Comparing the effects of Exd/Hth versus Gcm on Hox binding reveals two rather different routes to enhance Hox binding. In contrast to the Exd/Hth situation, the sites with significantly increased Hox binding in the presence of Gcm are associated with robust Gcm binding and chromatin opening by Gcm when expressed in the absence of Hox (Fig. 9c and Additional file 1: Figure S5). Thus, while Exd/Hth and Hox work together to enhance chromatin accessibility, Gcm is able to open chromatin independently of Hox and thereby facilitate Hox binding.

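Gcm regions covered 647 of the Dfd sites bound only with Gcm (55.5%, 52.6 to 58.4) and 2154 of the Ubx sites (50.4%, 48.9 to 51.9). At Dfd sites bound with and without Gcm, 41.2% (40.1 to 42.3) had a Gcm region. At the corresponding Ubx sites, 58.2% (56.8 to 59.7) had one. All 4 Ubx sites at Pvr, a receptor gene of hemocytes, overlapped a Gcm region, the widest in an intron at 2L 8236174 to 8237097, as did the Ubx site in the 5' UTR of crq (2L, 452454 to 453301). At ct, both Dfd sites bound only with Gcm had a Gcm region, the widest in an intron at X 7639239 to 7639802. Other genes differed, as 4 of the 7 Ubx sites at ct had one, but none of the 2 Ubx sites at Mef2 or the 2 Dfd sites at dpp. For Dfd the share was higher at sites bound only with Gcm than at shared sites, in 5 of 5 chromosome arms (odds ratio 1.78, Fisher's exact p = 5.62e-20). For Ubx it was lower in 5 of 5 arms (odds ratio 0.728, exact p = 1.35e-13), and with the Gcm list at q 1e-10 both Ubx shares were 35.9% (exact p = 0.929). Random placement of the sites gave 7.59% for Dfd and 8.37% for Ubx. Of the regions of the Hox protein alone that were lost with Gcm, 14.3% for Dfd and 6.95% for Ubx (26 of 374) overlapped a Gcm region. In 400 bp windows these shares were 14.9% and 30.0%, against 50.6% and 47.9% at sites bound only with Gcm. The Gcm site ATRCGGGY lay in the central 200 bp of 16.1% of Dfd sites bound only with Gcm and 1.35% of shared sites (adjusted exact p = 9.51e-96). For Ubx it lay there in 7.95% of the sites bound only with Gcm and 0.901% of shared sites (adjusted exact p = 1.76e-66). Over the whole region, where shared sites are wider, the contrast was smaller, with 23.2% against 4.77% for Dfd and 12.9% against 6.77% for Ubx. Sites were defined by presence in the peak lists, unlike the paper's sites of significantly increased binding, which come from reads. From the Gcm binding and the opening found there without Hox proteins, the paper concludes that Gcm opens chromatin independently of Hox and so facilitates Hox binding.

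**Figure D4:**
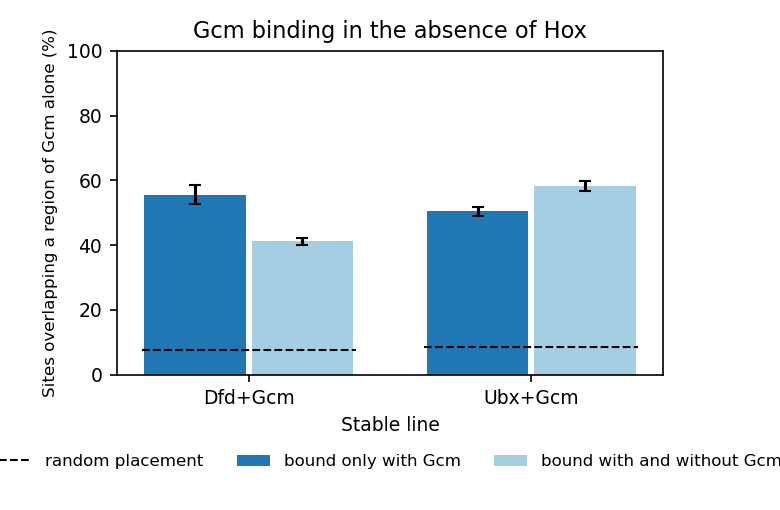
Share (%) of Dfd+Gcm and Ubx+Gcm sites that overlap a region of Gcm alone, with dark bars for sites bound only with Gcm and light bars for sites bound with and without Gcm. Error bars are 95% exact binomial intervals and dashed lines the mean of random placements, and the dark bar is the higher of the pair for Dfd and the lower for Ubx.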

### Comparison of chromatin accessibility and binding site affinity in Hox target selection

To gain an overview of the relationships between accessibility, binding site affinity, and Hox occupancy, we plotted the Hox binding data for “open chromatin” as a heatmap of occupancy (percentage of Hox-occupied 200bp open chromatin regions per bin) on a scatter plot of accessibility (logATAC score) versus affinity (logTBA) (Fig. 10a, Additional file 1: Figure S6). Even within these “open” chromatin regions, we see a strong influence of accessibility: regions with low ATAC scores show low occupancy while the most open regions exhibit very high occupancy. In contrast, the correlation between occupancy and TBA is much less strong (Fig. 10b). The relevance of relative accessibility for Hox binding is emphasized by the “No Hox” plot where the heatmap illustrates the percentage of regions not bound by any Hox protein (Fig. 10a). The regions with the least accessibility are associated with no Hox binding, with a graded decrease in unbound regions as the ATAC scores rise. The strong correlation between Hox binding and chromatin accessibility and the observation that the most open regions show close to 100% occupancy suggests that while there is a requirement for openness, there is not a requirement for specific binding partners at the bound open regions.

**Fig. 10:**
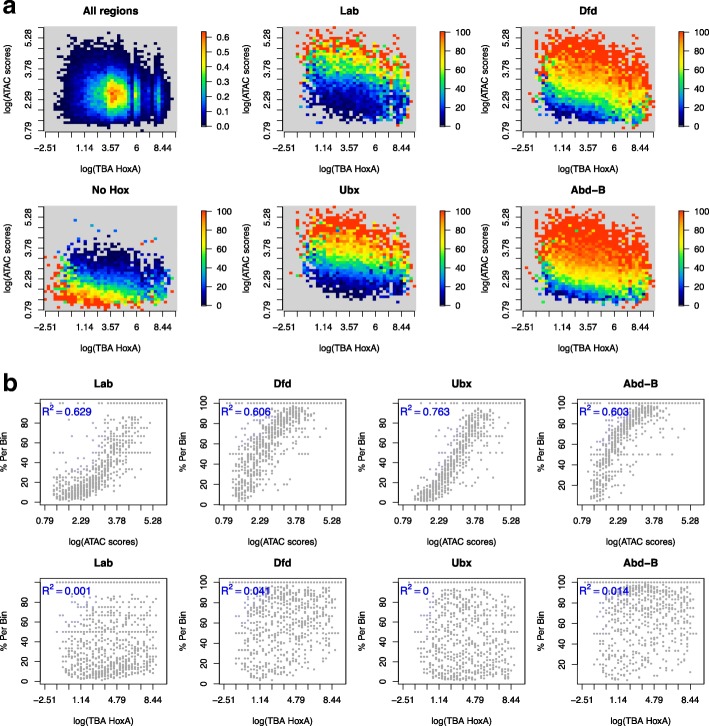
Hox occupancy is more strongly associated with binding region chromatin accessibility than with binding affinity**. a** Scatter plots of chromatin accessibility (log[ATAC scores]) versus binding affinity (log[TBA HoxA]) for chromatin regions classified as “open.” Open chromatin regions were divided into 200bp tiles and the mean ATAC score and TBA for HoxA PWM calculated per tile. The log of these scores was then linearly binned into 40 bins on each axis. For the “All regions” plot, the heatmap shows the density distribution. For the other plots, the heatmap shows the percentage of tiles bound by the specified Hox protein per bin or for “No Hox” the percentage of tiles not bound by any Hox protein. Note that bins with zero percent are given background colour in the heatmap scale. The plots are shown for selected Hox proteins and for TBA for the HoxA PWM (for a fuller set of plots including HoxB TBA, see Additional file 1: Figure S6). **b** Scatter plots show the strong correlation of occupancy (% per bin) with chromatin accessibility (log[ATAC scores]; upper row) and the poor correlation with binding affinity ((log[TBA HoxA]; lower row). Data as in **a**. Further plots in Additional file 1: Figure S6

## Discussion

Ever since the initial analyses of DNA binding by Hox proteins in the 1990s [14, 15, 28, 29], our understanding of the basis for Hox specificity has faced the conundrum that while Hox proteins exhibit clear functional specificity in vivo, the different members of the Hox family show very similar DNA binding specificity in vitro. One of the unknowns for our understanding of in vivo Hox specificity has been the effect of chromatin on Hox binding. Our investigations into Hox protein binding in the context of chromatin in Kc167 cells reveal a strong interplay between target selection by Hox proteins and chromatin accessibility. We find that Hox selectivity shows a graded relationship to chromatin accessibility, with sites in relatively closed chromatin showing highly selective Hox binding while sites in open chromatin tend to be unselective and exhibit binding by most or all Hox proteins (Fig. 4). The binding regions for different Hox proteins show different chromatin accessibility profiles. Some Hox proteins, such as Dfd and Abd-B, bind relatively closed chromatin, whilst others, such as Antp and Ubx, bind almost exclusively to open chromatin (Fig. 3). Binding regions in relatively inaccessible chromatin are generally high affinity, with multiple good matches to consensus binding sites, while binding sites in open chromatin tend to have low affinity (Fig. 3). Our data fit with a model of in vivo Hox specificity based on the different ability of specific Hox proteins to compete with chromatin and access their DNA binding sites.

The propensity to compete with chromatin could depend on a variety of factors. The link between high TBA and high selectivity indicates that target selectivity could depend on differences in the affinity of interaction with binding sites. Hox proteins with relatively high affinity for their preferred binding sites, and/or with the ability to effectively use multiple binding sites to increase affinity, could compete with chromatin to establish binding at the relatively closed chromatin environments of the selective sites. Hox proteins with high numbers of unique binding regions, e.g., Pb, Dfd, and Abd-B, would have a high affinity for their preferred sites. On the other hand, Hox proteins, such as Antp and Ubx, would have a lower affinity and be unable to reach the affinity threshold for effective competition with chromatin and so would be restricted to binding less selective open chromatin regions. This could be termed a quantitative affinity model. Alternatively, selectivity could be based on more qualitative differences between Hox proteins, for example, they could differ in their ability to bind to nucleosomal DNA, or in their ability to interact with other DNA-binding proteins with whom they could collaborate to compete with chromatin [8, 30–32]. A third possibility is that their differential ability to interact with relatively inaccessible chromatin could depend on selective ability to interact with chromatin remodelers to open chromatin at their binding sites.

We have investigated the influence of other DNA-binding proteins on Hox binding in chromatin in two different situations: provision of the canonical Hox cofactors Exd/Hth and provision of the pioneer factor Gcm. The Exd/Hth cofactors physically interact with Hox proteins through binding between Exd and the Hox YPWM motif and other interfaces [33–37]. Provision of Exd/Hth together with individual Hox proteins in Kc167 cells has clear effects on Hox binding, generally resulting in an increase in the number of significant Hox binding sites, promotion of chromatin opening, and a shift in the prior chromatin accessibility profile of bound sites towards less accessible chromatin. The Exd/Hth-enhanced Hox binding regions show little Hth binding or chromatin opening when Exd/Hth is expressed in the absence of Hox. This contrasts with evidence from vertebrate studies where Exd and Hth homologs, Pbx and Meis respectively, act as pioneer factors at specific sites. Pbx acts to initiate muscle development by marking specific genes for activation by MyoD [38]. Pbx and Meis collaborate to bind to an H1-compacted enhancer, recruiting PARP1 and leading to the PARP1-mediated eviction of H1 from chromatin [39]. At Hox binding sites, Pbx and Meis have been observed to precede Hox binding [40] although there is also collaboration as Hoxa2 binds to a set of Meis pre-bound sites leading to enhanced Meis binding [41]. In our genomic analysis, we find little support for the pioneer function of Hth but rather Hox and Exd/Hth appear to work together to open chromatin and promote Hox binding. Exd/Hth-enhanced Hox binding regions are strongly enriched in Exd-Hox consensus dimeric binding sites. Overall, the effects of Exd/Hth on Hox binding suggest Exd/Hth provides an increase in binding affinity at the Exd/Hth-enhanced Hox binding sites promoting enhanced competition with chromatin and raising the chromatin accessibility threshold for each Hox protein. The resulting general shift of the chromatin accessibility profile for each Hox protein towards less accessible chromatin fits with the quantitative affinity model. In the second situation, we provide Gcm, a protein that does not physically interact with Hox proteins [30] but which we show has the ability to open chromatin. We tested the effects of providing Gcm in conjunction with either Dfd or Ubx and found that chromatin opening by Gcm generated novel Hox binding sites but more for Ubx than Dfd, which fits with the ability of Dfd to bind less accessible regions on its own. In contrast to the situation with Exd/Hth, with Gcm, we see no evidence for collaborative effects on chromatin opening. Gcm presents an example of a DNA binding protein that alters the chromatin accessibility landscape thereby affecting Hox binding without necessarily having a direct physical interaction with Hox proteins. This may be a general way that other DNA-binding proteins influence Hox protein targeting through the strong effect of chromatin accessibility on Hox binding, with the almost complete occupancy of the most highly accessible regions (Fig. 10) indicating that binding is dependent on accessibility per se without the necessity for interactions with specific partner proteins.

Although Exd/Hth has a strong effect on the number and accessibility of Hox binding regions, we see the little general effect of Exd/Hth on the selectivity of Hox binding in vivo. However, particularly for Antp, Ubx, and Abd-B, the provision of Exd/Hth alters the Hox binding specificity as seen in the increased relative enrichment of the Abd-B motif (HoxB) versus the anterior Hox motifs (HoxA). This may occur through conformational constraints on Hox proteins in the Hox/Exd/Hth complex as with the phenomenon of latent specificity seen in vitro [16].

The specific case of the interaction of Abd-B with Exd/Hth is interesting since Abd-B lacks the YPWM motif, although it may interact with Exd through other interfaces [36], and its binding affinity for DNA in vitro is not increased by Exd [15]. In our data, Abd-B does not follow the same trend as the other Hox proteins in that provision of Exd/Hth does not increase the number of significant peaks detected by Abd-B ChIP. Furthermore, there is no general enhancement in binding to less accessible chromatin, since we observed no decrease in the average ATAC scores for Abd-B binding regions nor any change in the accessibility profile (Fig. 5 and Additional file 1: Figure S1). On the face of it, these observations suggest that Abd-B may not interact with Exd/Hth in vivo. However, further examination of differential binding reveals that there is in fact a significant set of regions where Abd-B binding is enhanced in the presence of Exd/Hth (351 regions at logFC 1 in the transient data set) and in these regions, Exd/Hth promotes Abd-B binding to less accessible chromatin (Fig. 5a, d). These regions show strong enrichment for Abd-B, Exd, and Hth motifs (Fig. 5f), and the dimeric Exd-Hox site TGATTTAT is the most enriched motif found by de novo motif analysis on the set of regions that show enhanced binding of Abd-B in the presence of Exd/Hth (Additional file 1: Figure S4). Thus, Abd-B may interact with Exd/Hth at a subset of sites in vivo. On the other hand, there is a significant set of regions that show decreased Abd-B binding in the presence of Exd/Hth (1648 regions at logFC 1 in the stable line data). Furthermore, analysis of ChIP scores in the transient transfection data (Additional file 1: Figure S7) shows that, particularly in closed chromatin, there are clear populations of peaks bound exclusively in the presence or absence of Exd/Hth. 

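In the peak lists, 2415 of the 13511 regions of Abd-B alone (17.9%, 17.2 to 18.5) had no region of Abd-B+Hth. These lost Abd-B sites lay in introns in 59.0% and within 500 bp of a transcript start in 25.5%, against 45.5% of the Abd-B sites bound with and without Hth (adjusted exact p = 5.43e-76). At q 1e-10 the difference was smaller, with 41.9% against 46.3% (adjusted exact p = 0.000173). Hth alone bound 27.6% of them. The HoxB motif TTTATKR lay in the central 200 bp of 39.4% of the lost sites and 38.4% of the sites bound with and without Hth, and the octamer TGATTTAT in 1.70% and 3.67%. Of the Abd-B sites bound only with Hth, 50.4% held TTTATKR there and 10.6% TGATTTAT. The mean number of TTTATKR matches was 0.534 at the lost sites and 0.701 at the sites bound only with Hth. These motifs are not counted independently, since TGATTTAT followed by G or T and then A or G also holds a TTTATKR match. The median width of the lost sites was 411 bp, against 680 bp for the sites bound with and without Hth. Abd-B cells were induced with less CuSO4 than Abd-B+Hth cells and had more mapped reads, 26838262 and 45950537 against 22093185 and 14712517 in the paper's Table S1. The paper's count for the stable lines comes from the authors' test on reads, and the peaks of its Figure S7 come from transient transfections and are split by open and closed chromatin, which was not done here.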

Examination of motif occurrence in these two populations shows that, as expected, the Exd/Hth-dependent peaks show the highest occurrence of ExdHox sites; however, the peaks exclusively present in the absence of Exd/Hox show a higher occurrence of Hox sites and particularly high numbers of sites/region. We interpret this as support for the importance of multiple binding sites in a binding region allowing Abd-B to access relatively closed chromatin and speculate that the presence of Exd/Hth may interfere with the multiple binding of Abd-B. This interaction fits with the antagonism between Abd-B and Exd/Hth described previously [42].

Our data reveal a clear relationship between Hox specificity and binding site affinity (Fig. 4). We find that the regions associated with highly selective Hox binding show high TBA, based on multiple binding sites with high scoring matches to Hox consensus binding sites. This fits with the observation that these sites are in less accessible chromatin, suggesting that high affinity is required for effective competition with chromatin. However, this relationship contrasts with the evidence from in vitro SELEX studies and observations at the *ovo/shavenbaby* locus in vivo where highly selective Hox binding is associated with low-affinity binding sites [43]. Interestingly, we find that, while Hox selectivity is linked to high-affinity sites over the whole set of binding regions, if we examine the relationship over the subset of regions with higher chromatin accessibility (ATAC scores > 25), the relationship is reversed so that higher selectivity is associated with lower TBA (Additional file 1: Figure S1a,b). Thus, the link between weak binding sites and high Hox selectivity may be applicable in highly open chromatin.

Several features of the binding data for the different Hox proteins, notably the fraction of unique sites (Fig. 1d) and the profiles of chromatin accessibility (Fig. 3a), show an intriguing graded relationship to the sequence of Hox gene expression along the anterior-posterior body axis. For both these features, the central Hox genes represent a minimum state; for example, the ability to access more closed chromatin progressively increases both anteriorly and posteriorly from a low point represented by Antp/Ubx (Fig. 3a). This graded relationship is reminiscent of the classic Hox phenomenon of posterior dominance whereby more posterior Hox genes over-rule the functions of anterior Hox genes [44–48]. However, although the chromatin accessibility profiles follow the sequence of posterior dominance running posteriorly from Antp to Abd-B, anteriorly the trend is reversed. It is interesting that, while the dominance relationships seem relatively straightforward from *Antp* posteriorly, the hierarchical relationships among the more anterior Hox genes are more complicated [49]. Although the functional hierarchy based on heat-shock induced over-expression of Hox proteins suggested an overall anterior-posterior sequence [46, 48], more recent experiments using the *nullo* promoter to drive early ubiquitous Hox expression point to a reversed hierarchy among the anterior Hox genes [50]. While ectopic expression of Hox genes from *Antp* posteriorly leads to posterior-wards transformations consistent with posterior dominance, ectopic expression of more anterior Hox genes leads to anterior-wards transformations, indicating a reversal of the dominance hierarchy. This interpretation is supported by loss-of-function phenotypes which, from *Scr* anteriorly give rise to posterior-wards transformation, and from *Antp* posteriorly result in anterior-wards transformations [50]. These relationships fit with the idea of an evolutionary and developmental ground state represented by the second thoracic segment or the Hox gene *Antp* [50, 51]. Linking this with the anterior-wards and posterior-wards graded relationships we see in the chromatin accessibility profiles, suggests that in building on the ground state the progressive ability of Hox proteins to engage with binding sites in less accessible chromatin may be a key feature of the evolutionary mechanism of segment diversification.

Overall, our studies indicate the role played by chromatin accessibility in Hox target selection and the observation that Hox binding is much more closely correlated with chromatin accessibility than with binding affinity has implications for other systems in understanding the relationship between genome sequence and transcription factor binding. It fits with studies on transcription factor binding in the *Drosophila* blastoderm [4, 52] and echoes the recent observation that interpretation of the gradient of the homeodomain protein Bicoid, in establishing the anterior-posterior axis in the *Drosophila* embryo, is more dependent on chromatin accessibility than on the binding affinity of target sites [53].

## Conclusions

Our studies reveal a strong link between chromatin accessibility and target selection by Hox proteins. In particular, we show that target sites with highly selective Hox binding have two key properties; they are relatively less accessible and they have relatively higher Hox protein binding affinity. This suggests that selective binding may depend on the ability of particular Hox proteins to use their higher binding affinity to compete with nucleosomes to access their specific targets. Other proteins binding close to Hox target sites play a role by establishing the chromatin accessibility landscape and we demonstrate the effect of the pioneer protein, Gcm, on Hox binding. The effects of the canonical Hox cofactors, Extradenticle and Homothorax, are also linked to chromatin accessibility. We find they strongly influence Hox binding by enabling access to target sites in less accessible chromatin. Although these cofactors have been proposed to facilitate selective Hox binding, we find they generally increase the number of Hox binding sites with little effect on overall Hox selectivity. In summary, our results provide a basis for understanding Hox selectivity, with competition between transcription factors and nucleosomes enabling small differences in binding specificities to be exploited to achieve target discrimination. We suggest that this mechanism is also likely to be relevant for achieving selective binding in other transcription factor families.

## Materials and Methods

### Cell culture

Kc167 cells (obtained from the Drosophila Genomics Resource Center) were cultured in Schneider’s medium supplemented with 5% fetal calf serum and antibiotics at 25°C.

### Expression plasmid cloning

Coding sequences (CDSs) for the eGFP-tagged Hox proteins Ubx, Abd-A, and Abd-B and for the Hth cofactor derived from Hox-vectors produced by Beh et al. [18]. CDSs for the remaining Hox proteins Lab, Pb, Dfd, Scr, and Antp and for Exd and Gcm were amplified from a cDNA preparation (QIAGEN, 205310) of 0–12-h-old embryos via nested PCR, starting with primers specific to flanking UTRs of each target CDS. All DNA amplifications were done using a Phusion High-Fidelity DNA Polymerase (NEB, M0530).

For transient transfection, sequences encoding eGFP-tagged transcription factors were cloned into the pMT expression vector (Invitrogen V4120-20), which employs the inducible *Drosophila* metallothionein promoter to drive transgene expression using a suitable CuSO_4_ concentration in the growing medium.

To generate stable Kc167 cell lines carrying inducible eGFP-tagged factors (stable lines), CDSs were cloned into the pMT-puro expression vector (Addgene, #17923), which uses a puromycin selection system. We produced stable lines by selecting cells in medium with 5 μg/ml of puromycin after transfection with pMT-puro-Hox constructs (see below).

We produced vectors expressing either single eGFP-tagged Hox proteins, Hth and Gcm (monocistronic vectors), or eGFP-tagged Hox factors in association with Hth, eGFP-Exd in association with Hth, and specific Hox factors in association with Gcm (bicistronic vectors). We employed the T2A peptide self-cleavage system for multicistronic constructs. All constructs were sequence-verified.

### Transfection

Transient transfection was performed according to Beh et al. [18]. Briefly, Kc167 cells harvested in log phase were used to seed 10 cm dishes (Corning Inc. 353003) at a density of 2.5 × 10^7^ cells per dish and transfection was performed using FuGENE 6 Transfection Reagent (Promega E2691) according to the manufacturer’s instructions. Dishes were then incubated at 25°C for approximately 14 h. For stable transfection, 2 × 10^6^ cells were re-suspended in 10 ml Schneider’s medium containing the transfection solution (70 μl OPTIMEM, 3 μl Fugene, and 2 μg plasmid DNA) and seeded into 10 cm dishes. After incubation at 25°C for approximately 18 h, the medium was replaced with standard Schneider’s and cells were cultured for approximately 24 h before starting puromycin selection.

### Induction of gene expression, fixation, and FACS

For transiently transfected cells, the medium was replaced by 10 ml of Schneider’s medium/1 mM CuSO_4_ and dishes were incubated at 25°C for 4 h to induce Hox-GFP expression. In the case of stable lines, CuSO_4_ concentrations and induction times varied between lines and were adjusted to provide optimal expression levels prior to FACS sorting. Cell fixation and FACS sorting methods were as described in Beh et al. [18]. Cells destined for ATAC experiments were not fixed and were FACS sorted into PBS, 0.1% BSA instead of PBS, and 0.01% Triton X-100. Sorting was performed using a MoFlo FACS machine (Beckman Coulter) equipped with a 488-nm argon laser (100 mW). For each sort, the flow cytometer was calibrated with AcGFP Flow Cytometer Calibration Beads (Clontech #632594) and cells were sorted by gating in the same fluorescence intensity range. The range was set based on the Ubx-GFP profile and, based on comparison with the calibration beads, corresponds to a range of 38,000 to 74,000 Hox-GFP molecules per cell [18]. This allowed us to sort each time a population of GPF-positive cells expressing an equal range of Hox-GFP molecules in the physiological range.

An equal number of cells (10^6^) was sorted for all samples.

### ChIP and ChIP-seq library preparation

ChIP was performed as in Beh et al. [18] except the anti-GFP antibody used in this study was from Sigma (G1544; 2 μl per ChIP). ChIP and input DNA were re-suspended in 20 μl of TE buffer. Ten microliters of ChIP DNAs and 400 pg of input DNA in 10 μl TE buffer were used to produce sequencing libraries using the SMARTer ThruPLEX DNA-seq Kit (Takara Bio Inc.) in accordance with the sample preparation guide. Fourteen cycles of amplification were used for all libraries.

### ATAC-seq

ATAC-seq libraries were prepared according to Buenrostro et al. [54]. Final libraries were size selected to contain molecules of 150–700 bp using AMPure XP beads (Beckman Coulter).

### Sequencing and data processing

Libraries were either sequenced on the Illumina HiSeq 2000 or HiSeq 4000 platforms at the CRUK Cambridge Institute Genomics Core. ChIP-seq and ATAC-seq reads were aligned to the *Drosophila melanogaster* genome release 6 (dm6) excluding scaffolds using bowtie (v 1.2.2) with the -m1 option. Reads were then converted to bam files with Samtools (v 1.3.1). ChIP-seq peak detection for each biological replicate using the input as background was performed with MACS2 (v 2.1.1.20160309) using --keep-dup 1, --call-summits, and -q 1e−2 and -q 1e−10 options. Binding regions overlapping exon regions contained in the plasmid were then removed. Bound regions were defined as the union of overlapping regions detected by MACS2 across both replicates at a given stringency. Unless stated otherwise, we use *q* value 1e−2 in the figure plots.

ATAC-seq reads aligning to the + strand were offset by +4 bp and reads aligning to the - strand were offset −5 bp to represent the center of the transposase binding, then the reads were extended by 5 bp on either side. Open regions for the basal Kc cells were then called using MACS2 with options --shift -45 --extsize 100 and -q 1e-2 for each of the 3 replicates. Basal ATAC core “open” regions were defined as the union of open regions present in at least 2 of the replicates and regions not defined as “open” were called “closed” (see Additional file 1: Tables S1-3 for the ChIP-Seq read overview, ChIP-Seq binding region numbers, and ATAC-seq read overview.

### Hox group peak regions

To define bound regions between all Hox and Hox+Cofactor(s) ChIP samples, the sub-peak summit positions at MACS *q* value 1e−10 were grouped using the GenomicRanges R package [55]. Starting with the sample with the largest number of sub-peak summits, these summit positions were extended ± 100 bp and then overlapped with the extended summits of the next sample. A new center position was then calculated using the mean position between all sub-peak summits belonging in this grouped region. All non-overlapping summit positions were taken to the next round. Finally, group regions containing less than 2 members were removed. This resulted in 200 bp peak regions. For the transiently transfected data which includes all 8 Hox and Hox+Hth samples, this resulted in 15,945 regions, called Hox group peaks. For the stable cell line data, we used the 3 Hox samples (Dfd, Ubx, and Abd-B) and Hox+cofactors (Hth and Gcm) samples which resulted in 21,002 regions now called Hox group peaks (stable). Each Hox group peak region was then flagged as bound by a specific Hox (or Hox+cofactor) if peak regions of both replicates at the selected stringency overlapped (we used min overlap 1 bp throughout). Additionally, the regions were flagged as open if they overlapped with the Kc cell basal core open regions. The Hox group peak regions for the transiently transfected data are detailed in Additional file 2: Table S6.

### Cofactor-enhanced binding analysis

Reads overlapping the Hox group peaks were counted using the union method of the summarize overlaps function in the GenomicAlignments R package by extending the reads by their fragment size (as determined by MACS2). The count table was then processed with R package edgeR [56] as follows: reads were normalized using the loess method (as per the csaw R package; [57]) to remove trended bias, then the dispersions were calculated and the glmQLFit function used to fit a quasi-likelihood negative binomial generalized log-linear model to count data. Differential binding (DB) analysis was performed per pair-wise comparison between two samples using a threshold of fdr ≤ 0.01 and logFC ≥1 (in this case log difference of binding signal); additionally, both replicates of the DB sample were required to be bound at macs *q* value 1e−2 (Additional file 1: Table S4).

### ChIP and ATAC scores

The ChIP-seq reads of both replicates were extended to match the mean fragment size. ATAC-seq reads of both replicates were extended by 100 bp centered on the Tn5 cut site. Bedgraph files were then created using MACS2 pileup and scaled to reads-per-million, counting reads overlapping the Hox group peaks for each experiment. The profiles were then binned at 20 bp resolution using the mean score. ChIP or ATAC scores of selected regions were then calculated as the mean profile score of overlapping bins.

### Venn diagrams

The highest binding score position in regions bound by both replicates at the selected stringency was extended by ± 200 bp. To deal with the problem of one region overlapping with two (or more) regions in the other sample, we created the union of these regions across the three Hox samples under investigation, thus creating a unique region set. For each individual Hox, the overlap with the union region was quantified and plotted as a proportion sized Venn diagram using the eulerr R package [58].

### Motif analysis

Motif enrichment analysis was performed using the R package PWMEnrich with the motifs from the MotifDb database [59]. The motif numbers per Hox protein are Lab 2, Pb 3, Dfd 4, Scr 3, Antp 4, Ubx 3, Abd-A 3, and Abd-B 4. For Exd, we used 3 motifs, excluding the exd_FlyReg_FBgn0000611 motif as an outlier and we used 4 motifs for Hth. Motif enrichment scores [log_10_(1/*p* value)] were grouped by transcription factor and individual motifs plotted as dot plots with the median as colored bar or grouped into HoxA* (Lab, Pb, Dfd, Scr, Antp, Ubx, Abd-A) and Abd-B and plotted as boxplots using R. For total binding affinity (TBA) analysis [24], the Hox PWMs (truncated to 7-mers) from the JASPAR database were used and we combined the PWMs of Lab, Pb, Dfd, Scr, Antp, Ubx, and Abd-A to a new PWM HoxA and renamed Abd-B to HoxB (Fig. 3b). For the TBA analysis on individual Hox motifs (in Fig. 4), we used the truncated JASPAR Hox PWMs. TBA was calculated across the 200 bp Hox group peaks (Fig. 3e, Fig. 4d, e, Additional file 1: Figure S1a,b) or 200 bp binding summit regions (summit position extended by ± 100 bp; Fig. 3c) using the MatrixRider R package [60]. For Hox site counting, sequences were searched using the truncated Hox 7-mer JASPAR PWMs with the Biostrings R package [61], matchPWM function with min.score = 80% on both strands and all possible sites (allowing overlaps) counted. For max PWM score, the highest score within each sequence for each PWM was extracted (using min.score ≥ 50%).

De-novo motif discovery was performed using HOMER [62] on the cofactor-enhanced binding regions (Hox+Hth) (Additional file 1: Table S4, Additional file 1: Figure S4). All sequence logos were plotted using the seqLogo R package [63]*.*

Consensus matrixes for Fig. 7a were created with the Biostrings R package finding all matches to TGATTDAT (where D = A or G or T), based on the in vitro SELEX Exd-Hox sites [16] and our HOMER de-novo motifs, allowing 1 mismatch in cofactor-enhanced binding regions. The binding regions used were class 1 unique Exd/Hth enhanced Lab bound, class 2 unique Exd/Hth enhanced Pb or Dfd or Scr bound, and class 3 unique Exd/Hth enhanced Antp or Ubx or Abd-A or Abd-B bound.

The top 15 prevalent 8-mer sequence patterns in Exd/Hth-enhanced binding regions were determined using Biostrings, masking identified *k*-mers after each round.

SELEX raw data was downloaded from GSE65073 [64] and reprocessed using the SELEX R package [65] with optimal length = 12 and Markov order = 5, to obtain complete affinity tables for each Exd-Hox experiment. The affinities for the three Exd-Hox class patterns in Fig. 7a were then looked up locating any 12-mer containing these patterns (or the reverse complement) and plotted as a stripchart plot using R.

### Correlation heatmap

The union of all regions bound by Hox or Hox+Hth at MACS *q* value 1e-2 was tiled into 20 bp windows and reads overlapping each window were counted using the csaw R package [57]. Reads were then normalized by library size and transformed to counts per million. The correlation between the samples was then plotted using heatmap.2 from the gplots R package.

### Chromatin accessibility analysis

The 10 bp adjusted ATAC-seq reads overlapping the 21,002 Hox group peaks (stable) regions were counted as above. These counts were then processed as for the cofactor-enhanced binding analysis. We defined significantly increased chromatin accessibility regions as edgeR fdr ≤ 0.01 and logFC ≥ 1.5 comparing induced versus non-induced samples (Additional file 1: Table S5).

### Occupancy heatmaps in open regions

Open chromatin regions in basal Kc cells (16,118 regions ranging in size between 100–2413 bp) were tiled into 200 bp bins as follows: smaller regions were resized to 200 bp fixed on the center of each region and larger regions were split into 200 bp tiles. The tiles were then classified as bound or not bound if they overlapped a Hox bound region. Mean ATAC scores of basal Kc cells and TBA for HoxA or HoxB PWMs were calculated per tile. The log of these scores was then linearly binned into 40 bins, and a heatmap plotted. For the “All regions” plot, the heatmap colors show the location of the highest density of these tiles. The colors in the other plots represent the proportion of Hox bound within each bin. We then assessed the correlation *R*^2^ of occupancy (proportion bound per bin) with chromatin accessibility (ATAC scores) or binding affinity (TBA), shown as scatterplots.

## Additional files

Additional file 1: **Figure S1.** The association between Hox specificity and binding site affinity, binding region numbers and chromatin accessibility profiles; **Figure S2.** Hox, Hox+Hth, Hth and Exd binding in open and closed chromatin; **Figure S3.** Motif analysis showing individual motifs; **Figure S4.** De-novo motif analysis of Exd/Hth cofactor enhanced binding regions; **Figure S5.** Comparing the effects of Exd/Hth and Gcm: Chromatin accessibility in Hox + Exd/Hth compared to Hox + Gcm; **Figure S6.** Hox occupancy is more strongly associated with binding region chromatin accessibility than with binding affinity; **Figure S7.** The presence of Exd/Hth leads to both enhanced and reduced Abd-B binding; **Figure S8.** Comparison of Ubx and Dfd binding in presence of Gcm for regions in basal Kc167 closed chromatin; **Table S1.** ChIP-seq read overview; **Table S2.** ChIP-Seq binding region numbers; **Table S3.** Stable cell lines ATAC-seq read overview; **Table S4.** Cofactor-enhanced binding analysis of transient data in Hox group peak regions; **Table S5.** Increased chromatin accessibility analysis.

Additional file 2: **Table S6.** Hox group peak regions.

## Data Availability

The ChIP-Seq and ATAC-Seq data are available from GEO under accession number GSE122575 [66].

## References

[1] Jolma A, Yan J, Whitington T, Toivonen J, Nitta KR, Rastas P (2013). DNA-binding specificities of human transcription factors. Cell..

[2] Badis G, Berger MF, Philippakis AA, Talukder S, Gehrke AR, Jaeger SA (2009). Diversity and complexity in DNA recognition by transcription factors. Science..

[3] Noyes MB, Christensen RG, Wakabayashi A, Stormo GD, Brodsky MH, Wolfe SA (2008). Analysis of homeodomain specificities allows the family-wide prediction of preferred recognition sites. Cell..

[4] Kaplan T, Li XY, Sabo PJ, Thomas S, Stamatoyannopoulos JA, Biggin MD (2011). Quantitative models of the mechanisms that control genome-wide patterns of transcription factor binding during early Drosophila development. PLoS Genet..

[5] Pearson JC, Lemons D, McGinnis W (2005). Modulating Hox gene functions during animal body patterning. Nat Rev Genet..

[6] Hueber SD, Lohmann I (2008). Shaping segments: Hox gene function in the genomic age. BioEssays News Rev Mol Cell Dev Biol..

[7] Rezsohazy R, Saurin AJ, Maurel-Zaffran C, Graba Y (2015). Cellular and molecular insights into Hox protein action. Development..

[8] Mann RS, Lelli KM, Joshi R (2009). Hox specificity unique roles for cofactors and collaborators. Curr Top Dev Biol..

[9] Jacobs Y, Schnabel CA, Cleary ML (1999). Trimeric association of Hox and TALE homeodomain proteins mediates Hoxb2 hindbrain enhancer activity. Mol Cell Biol..

[10] Ryoo HD, Marty T, Casares F, Affolter M, Mann RS (1999). Regulation of Hox target genes by a DNA bound Homothorax/Hox/Extradenticle complex. Dev Camb Engl..

[11] Shen WF, Rozenfeld S, Kwong A, Köm ves LG, Lawrence HJ, Largman C (1999). HOXA9 forms triple complexes with PBX2 and MEIS1 in myeloid cells. Mol Cell Biol..

[12] Longobardi E, Penkov D, Mateos D, De Florian G, Torres M, Blasi F (2014). Biochemistry of the tale transcription factors PREP, MEIS, and PBX in vertebrates. Dev Dyn Off Publ Am Assoc Anat..

[13] Chan SK, Jaffe L, Capovilla M, Botas J, Mann RS (1994). The DNA binding specificity of Ultrabithorax is modulated by cooperative interactions with extradenticle, another homeoprotein. Cell..

[14] Chang CP, Shen WF, Rozenfeld S, Lawrence HJ, Largman C, Cleary ML (1995). Pbx proteins display hexapeptide-dependent cooperative DNA binding with a subset of Hox proteins. Genes Dev..

[15] van Dijk MA, Murre C (1994). extradenticle raises the DNA binding specificity of homeotic selector gene products. Cell..

[16] Slattery M, Riley T, Liu P, Abe N, Gomez-Alcala P, Dror I (2011). Cofactor binding evokes latent differences in DNA binding specificity between Hox proteins. Cell..

[17] Galant R, Walsh CM, Carroll SB (2002). Hox repression of a target gene: extradenticle-independent, additive action through multiple monomer binding sites. Dev Camb Engl..

[18] Beh CY, El-Sharnouby S, Chatzipli A, Russell S, Choo SW, White R (2016). Roles of cofactors and chromatin accessibility in Hox protein target specificity. Epigenetics Chromatin..

[19] Biggin MD (2011). Animal transcription networks as highly connected, quantitative continua. Dev Cell..

[20] Krause HM, Klemenz R, Gehring WJ (1988). Expression, modification, and localization of the fushi tarazu protein in Drosophila embryos. Genes Dev..

[21] Little SC, Tkačik G, Kneeland TB, Wieschaus EF, Gregor T (2011). The formation of the Bicoid morphogen gradient requires protein movement from anteriorly localized mRNA. PLoS Biol..

[22] Walter J, Dever CA, Biggin MD (1994). Two homeo domain proteins bind with similar specificity to a wide range of DNA sites in Drosophila embryos. Genes Dev..

[23] Foat BC, Morozov AV, Bussemaker HJ (2006). Statistical mechanical modeling of genome-wide transcription factor occupancy data by MatrixREDUCE. Bioinforma Oxf Engl..

[24] Grassi E, Zapparoli E, Molineris I, Provero P (2015). Total binding affinity profiles of regulatory regions predict transcription factor binding and gene expression in human cells. PloS One..

[25] Bazzi W, Cattenoz PB, Delaporte C, Dasari V, Sakr R, Yuasa Y, et al. Embryonic hematopoiesis modulates the inflammatory response and larval hematopoiesis in Drosophila. eLife. 2018;7:e34890.10.7554/eLife.34890PMC604088229992900

[26] Bernardoni R, Vivancos V, Giangrande A (1997). glide/gcm is expressed and required in the scavenger cell lineage. Dev Biol..

[27] Cherbas L, Willingham A, Zhang D, Yang L, Zou Y, Eads BD (2011). The transcriptional diversity of 25 Drosophila cell lines. Genome Res..

[28] Beachy PA, Varkey J, Young KE, von Kessler DP, Sun BI, Ekker SC (1993). Cooperative binding of an Ultrabithorax homeodomain protein to nearby and distant DNA sites. Mol Cell Biol..

[29] Desplan C, Theis J, O’Farrell PH (1988). The sequence specificity of homeodomain-DNA interaction. Cell..

[30] Sorge S, Ha N, Polychronidou M, Friedrich J, Bezdan D, Kaspar P (2015). The cis-regulatory code of Hox function in Drosophila. EMBO J..

[31] Baëza M, Viala S, Heim M, Dard A, Hudry B, Duffraisse M, et al. Inhibitory activities of short linear motifs underlie Hox interactome specificity in vivo. eLife. 2015;4:06034.10.7554/eLife.06034PMC439283425869471

[32] Zouaz A, Auradkar A, Delfini MC, Macchi M, Barthez M, Ela Akoa S (2017). The Hox proteins Ubx and AbdA collaborate with the transcription pausing factor M1BP to regulate gene transcription. EMBO J..

[33] Knoepfler PS, Kamps MP (1995). The pentapeptide motif of Hox proteins is required for cooperative DNA binding with Pbx1, physically contacts Pbx1, and enhances DNA binding by Pbx1. Mol Cell Biol..

[34] Phelan ML, Rambaldi I, Featherstone MS (1995). Cooperative interactions between HOX and PBX proteins mediated by a conserved peptide motif. Mol Cell Biol..

[35] Neuteboom ST, Peltenburg LT, van Dijk MA, Murre C (1995). The hexapeptide LFPWMR in Hoxb-8 is required for cooperative DNA binding with Pbx1 and Pbx2 proteins. Proc Natl Acad Sci U S A..

[36] Dard A, Reboulet J, Jia Y, Bleicher F, Duffraisse M, Vanaker J-M (2018). Human HOX proteins use diverse and context-dependent motifs to interact with TALE class cofactors. Cell Rep..

[37] Foos N, Maurel-Zaffran C, Maté MJ, Vincentelli R, Hainaut M, Berenger H (2015). A flexible extension of the Drosophila ultrabithorax homeodomain defines a novel Hox/PBC interaction mode. Struct Lond Engl 1993.

[38] Berkes CA, Bergstrom DA, Penn BH, Seaver KJ, Knoepfler PS, Tapscott SJ (2004). Pbx marks genes for activation by MyoD indicating a role for a homeodomain protein in establishing myogenic potential. Mol Cell..

[39] Hau A-C, Grebbin BM, Agoston Z, Anders-Maurer M, Müller T, Groß A (2017). MEIS homeodomain proteins facilitate PARP1/ARTD1-mediated eviction of histone H1. J Cell Biol..

[40] Choe S-K, Ladam F, Sagerström CG (2014). TALE factors poise promoters for activation by Hox proteins. Dev Cell..

[41] Amin S, Donaldson IJ, Zannino DA, Hensman J, Rattray M, Losa M (2015). Hoxa2 selectively enhances Meis binding to change a branchial arch ground state. Dev Cell..

[42] Rivas ML, Espinosa-Vázquez JM, Sambrani N, Greig S, Merabet S, Graba Y, et al. Antagonism versus cooperativity with TALE Cofactors at the base of the functional diversification of Hox protein function. PLoS Genet. 2013;9:e1003252.10.1371/journal.pgen.1003252PMC356713723408901

[43] Crocker J, Abe N, Rinaldi L, McGregor AP, Frankel N, Wang S (2015). Low affinity binding site clusters confer hox specificity and regulatory robustness. Cell..

[44] Hafen E, Levine M, Gehring WJ (1984). Regulation of Antennapedia transcript distribution by the bithorax complex in Drosophila. Nature..

[45] Struhl G, White RA (1985). Regulation of the Ultrabithorax gene of Drosophila by other bithorax complex genes. Cell..

[46] González-Reyes A, Morata G (1990). The developmental effect of overexpressing a Ubx product in Drosophila embryos is dependent on its interactions with other homeotic products. Cell..

[47] Struhl G (1983). Role of the esc+ gene product in ensuring the selective expression of segment-specific homeotic genes in Drosophila. J Embryo Exp Morph..

[48] González-Reyes A, Urquia N, Gehring WJ, Struhl G, Morata G (1990). Are cross-regulatory interactions between homeotic genes functionally significant?. Nature..

[49] Duboule D, Morata G (1994). Colinearity and functional hierarchy among genes of the homeotic complexes. Trends Genet..

[50] Gehring WJ, Kloter U, Suga H (2009). Evolution of the Hox gene complex from an evolutionary ground state. Curr Top Dev Biol..

[51] Lewis EB (1978). A gene complex controlling segmentation in Drosophila. Nature..

[52] Li X-Y, Thomas S, Sabo PJ, Eisen MB, Stamatoyannopoulos JA, Biggin MD (2011). The role of chromatin accessibility in directing the widespread, overlapping patterns of Drosophila transcription factor binding. Genome Biol..

[53] Hannon CE, Blythe SA, Wieschaus EF. Concentration dependent chromatin states induced by the bicoid morphogen gradient. eLife. 2017;6:e28275.10.7554/eLife.28275PMC562478228891464

[54] Buenrostro JD, Wu B, Chang HY, Greenleaf WJ (2015). ATAC-seq: a method for assaying chromatin accessibility genome-wide. Curr Protoc Mol Biol..

[55] Lawrence M, Huber W, Pagès H, Aboyoun P, Carlson M, Gentleman R (2013). Software for computing and annotating genomic ranges. PLoS Comput Biol..

[56] Robinson MD, McCarthy DJ, Smyth GK (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinforma Oxf Engl..

[57] Lun ATL, Smyth GK (2016). csaw: a Bioconductor package for differential binding analysis of ChIP-seq data using sliding windows. Nucleic Acids Res..

[58] eulerr LJ (2018). Area-Proportional Euler and Venn Diagrams with Ellipses.

[59] Stojnic R, Diez D (2013). PWMEnrich: PWM enrichment analysis. R Package Version 262.

[60] MatrixRider GE (2015). Obtain total affinity and occupancies for binding site matrices on a given sequence.

[61] Pagès H, Aboyoun P, Gentleman R, DebRoy S (2018). Biostrings: Efficient manipulation of biological strings.

[62] Heinz S, Benner C, Spann N, Bertolino E, Lin YC, Laslo P (2010). Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Mol Cell..

[63] seqLogo BO (2018). Sequence logos for DNA sequence alignments.

[64] Abe N, Dror I, Yang L, Slattery M, Zhou T, Bussemaker HJ (2015). Deconvolving the recognition of DNA shape from sequence. Cell..

[65] Rastogi C, Liu D, Bussemaker H (2015). SELEX: Functions for analyzing SELEX-seq data.

[66] Porcelli D, Fischer B, Russell S, White R (2019). Chromatin accessibility plays a key role in selective targeting of Hox proteins. Datasets Gene expression omnibus.

# Supplementary material for: Chromatin accessibility plays a key role in selective targeting of Hox proteins
**Source:** Genome Biol. 2019 Jun 3;20:115. doi: 10.1186/s13059-019-1721-4
**Supplement:** Supplementary file 1 — Figure S1. The association between Hox specificity and binding site affinity, binding region numbers and chromatin accessibility profiles; Figure S2. Hox, Hox+Hth, Hth and Exd binding in open and closed chromatin; Figure S3. Motif analysis showing individual motifs; Figure S4. De-novo motif analysis of Exd/Hth cofactor enhanced binding regions; Figure S5. Comparing the effects of Exd/Hth and Gcm: Chromatin accessibility in Hox + Exd/Hth compared to Hox + Gcm; Figure S6. Hox occupancy is more strongly associated with binding region chromatin accessibility than with binding affinity; Figure S7. The presence of Exd/Hth leads to both enhanced and reduced Abd-B binding; Figure S8. Comparison of Ubx and Dfd binding in presence of Gcm for regions in basal Kc167 closed chromatin; Table S1. ChIP-seq read overview; Table S2. ChIP-Seq binding region numbers; Table S3. Stable cell lines ATAC-seq read overview; Table S4. Cofactor-enhanced binding analysis of transient data in Hox group peak regions; Table S5. Increased chromatin accessibility analysis.

Supplementary Figures

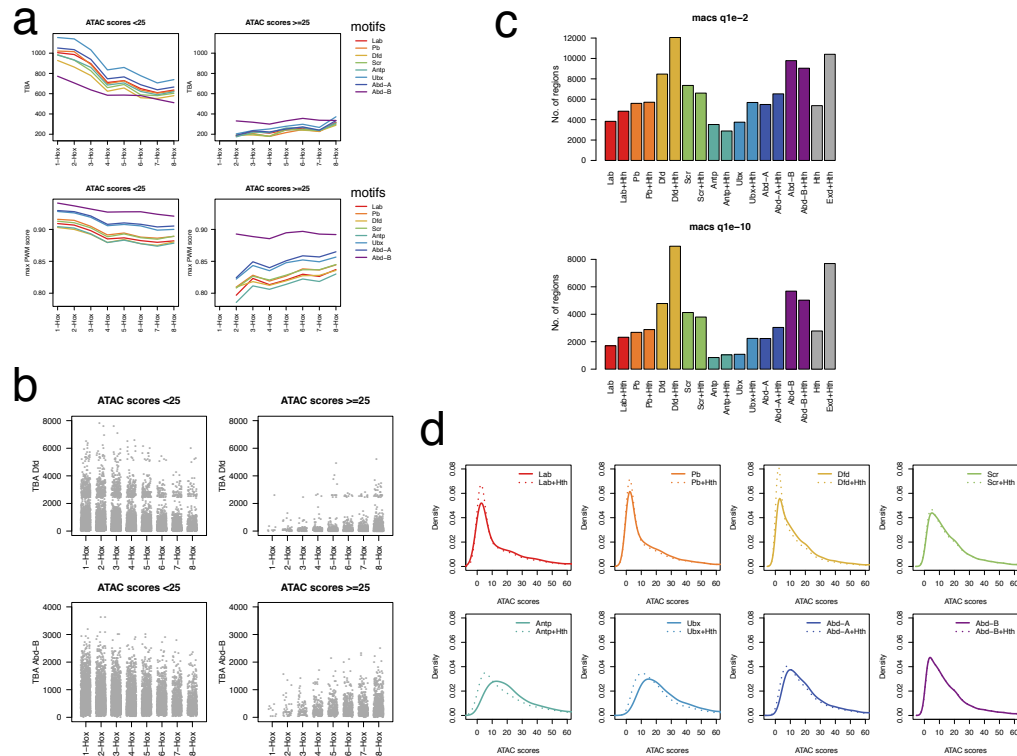

Figure S1 The association between Hox specificity and binding site affinity, binding region numbers and chromatin accessibility profiles.

a: Plots showing relationship between Hox selectivity and either (top row) TBA or (bottom row) highest PWM score for binding regions as in Figure 4a, but separated according to chromatin accessibility with more closed on left (ATAC scores < 25) and more open on right (ATAC scores >= 25). TBA is shown for each JASPAR 7-mer Hox PWM. The maxPWM score is the mean of the highest PWM score per region. Whilst the more closed regions show a positive association between Hox selectivity and both TBA and maxPWM score, the trend is reversed for the more open regions. Number of regions with ATAC scores < 25 is 13507 and number of regions with ATAC scores >= 25 is 2448. Data for 1-Hox is omitted due to low number of regions in this bin.

b: TBA data for Dfd and Abd-B PWMs as in (a) plotted as strip plots showing clear reversal of association between TBA and Hox selectivity in more open versus less open chromatin.

c: Numbers of regions bound by Hox and Hox+Hth for both replicates at q-value 1e-2 (upper) and higher stringency q-value 1e-10 (lower).

d: Density plots of mean ATAC-seq scores for regions bound by Hox proteins with and without Exd/Hth showing the effect of the cofactors on the chromatin accessibility profile. Solid lines: Hox alone, dotted lines: Hox in presence of Exd/Hth.

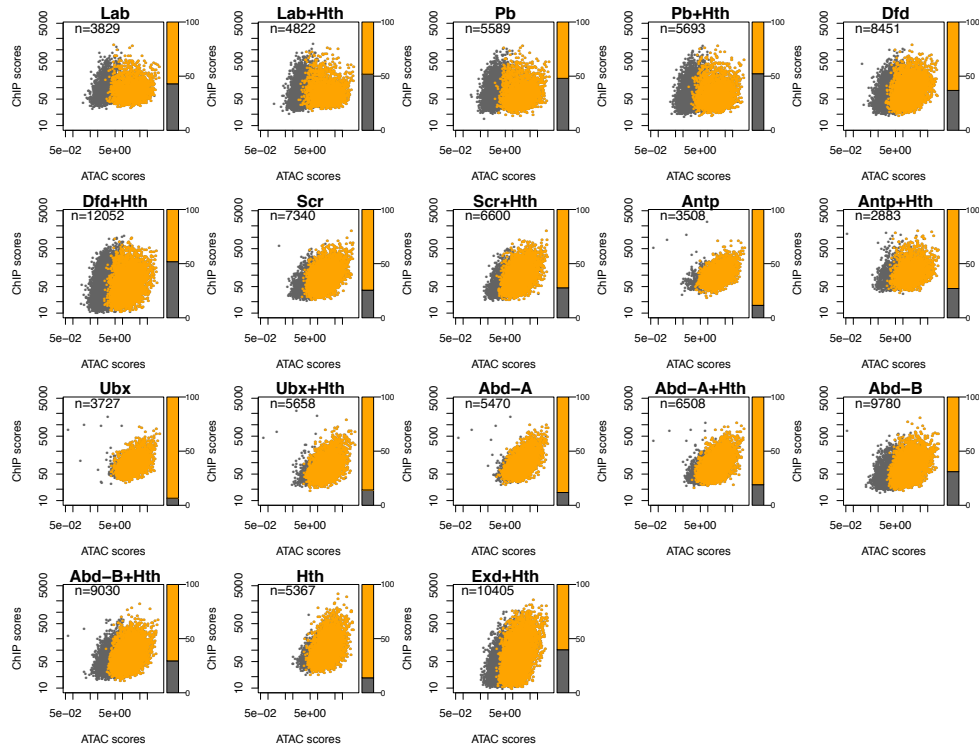

Figure S2 Hox, Hox+Hth, Hth and Exd binding in open and closed chromatin.

Scatter plots of ChIP score versus chromatin accessibility for each Hox and Hox+Hth ChIP and for Hth ChIP and ChIP of Exd in the presence of Hth. The binding summits positions bound at q-value $1e-10$ were extended ± 100 bp and the mean of the ChIP scores and the mean of the basal Kc-cell ATAC scores plotted. Regions which overlap with open chromatin regions as determined using the same ATAC-seq data using macs2 at $q1e-2$ are shown in orange, grey regions indicate closed chromatin, i.e. regions do not overlap chromatin called as open. The barplot at the side indicate the proportion of closed and open regions. The plots show the different degrees of binding to closed chromatin for different Hox proteins and the general increase in binding to closed chromatin in the presence of Exd/Hth. Hth shows little binding to closed chromatin. Exd apparently shows more binding in closed chromatin, but note that much of this effect is due to the inclusion of lower ChIP scoring regions in the Exd+Hth plot. This is a result of lower scoring peaks reaching significance due to the low background in this ChIP.

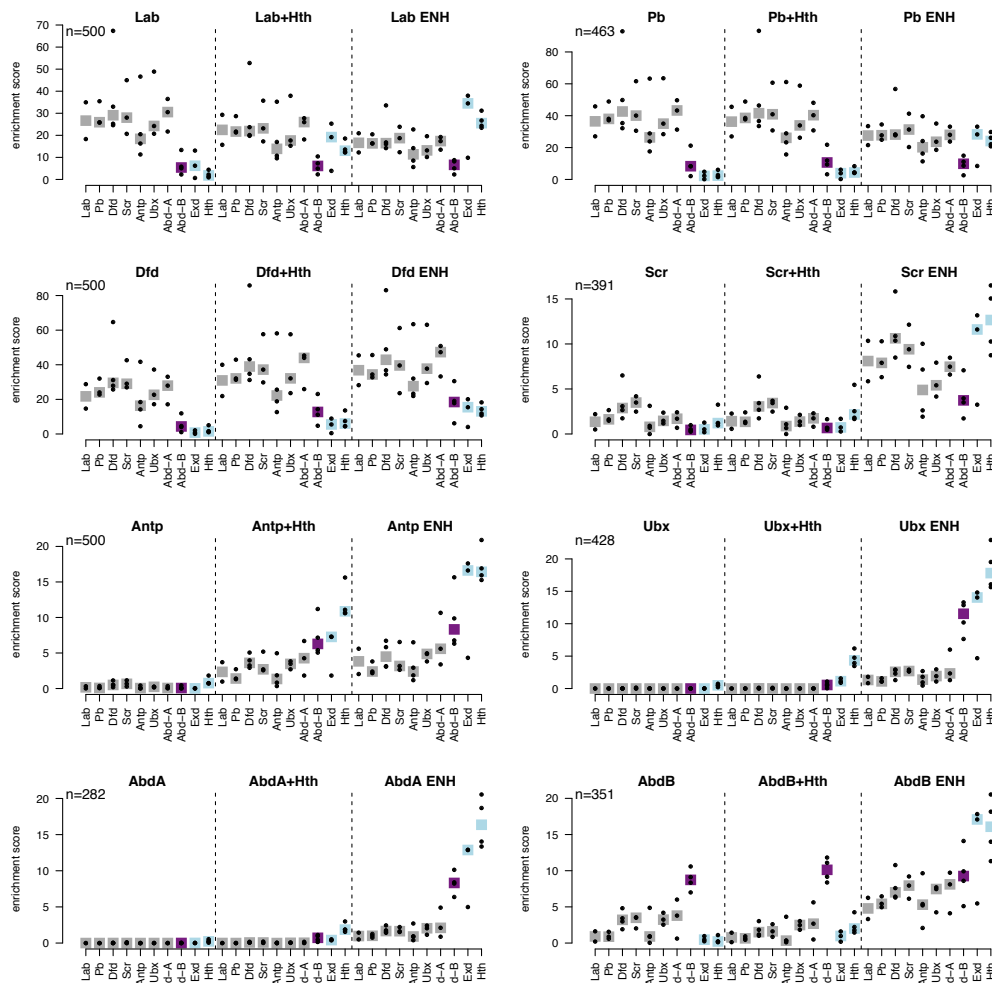

Figure S3 Motif analysis showing individual motifs.

Motif analysis comparing motif enrichment for Hox group regions for Hox alone (Hox), Hox in the presence of Exd/Hth (Hox+Hth) and Exd/Hth cofactor enhanced binding regions (Hox ENH) using the top (highest ChIP score) 500 regions from each class (or matched numbers to the ENH set where less than 500). Plot titles indicate binding region set used and motifs are indicated on the x-axis. Enrichment analysis was performed using PWMEnrich for the Hox motifs in the MotifDb database. Enrichment scores [$\log_{10}(1/p\text{-value})$] for individual motifs are indicated (dots) together with the median for each motif set (bar). Lab, Pb, Dfd, Scr, Antp, Ubx and Abd-A (grey bar), Abd-B (purple bar), and the Exd and Hth motifs (light blue). Note the differences in Y-axis scale. Generally the provision of Exd/Hth has little effect on the Hox motif enrichments although the Exd and Hth motifs show increased enrichment. For Antp, Ubx and Abd-A the provision of Exd/Hth increases the relative enrichment of the Abd-B motif relative to the other Hox motifs, which may reflect the in vitro defined phenomenon of latent specificity [16].

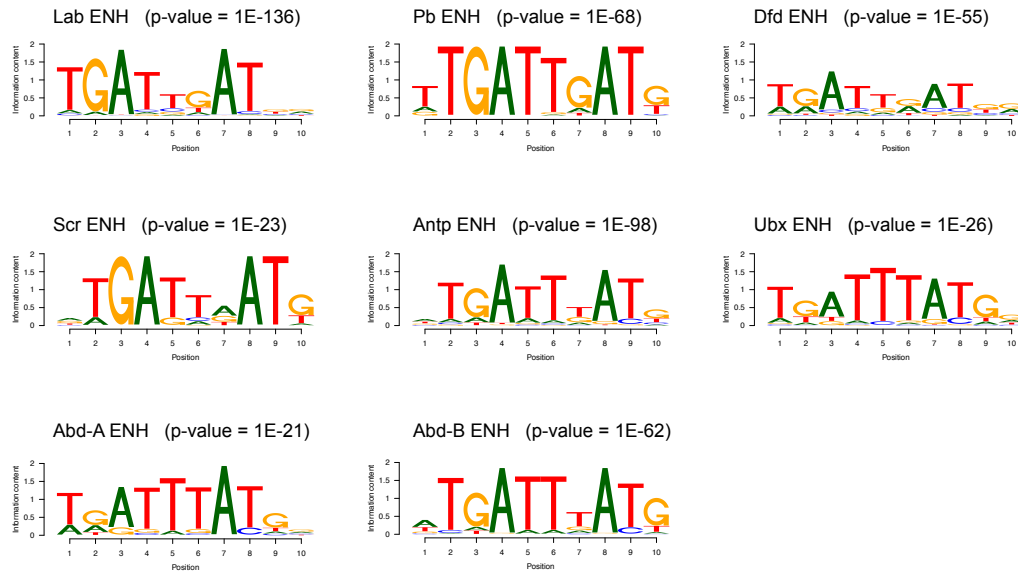

Figure S4 De-novo motif analysis of Exd/Hth cofactor enhanced binding regions.

PWMs for enriched motifs in Exd/Hth cofactor enhanced binding regions (Hox ENH) using HOMER. Enrichment p-values are shown.

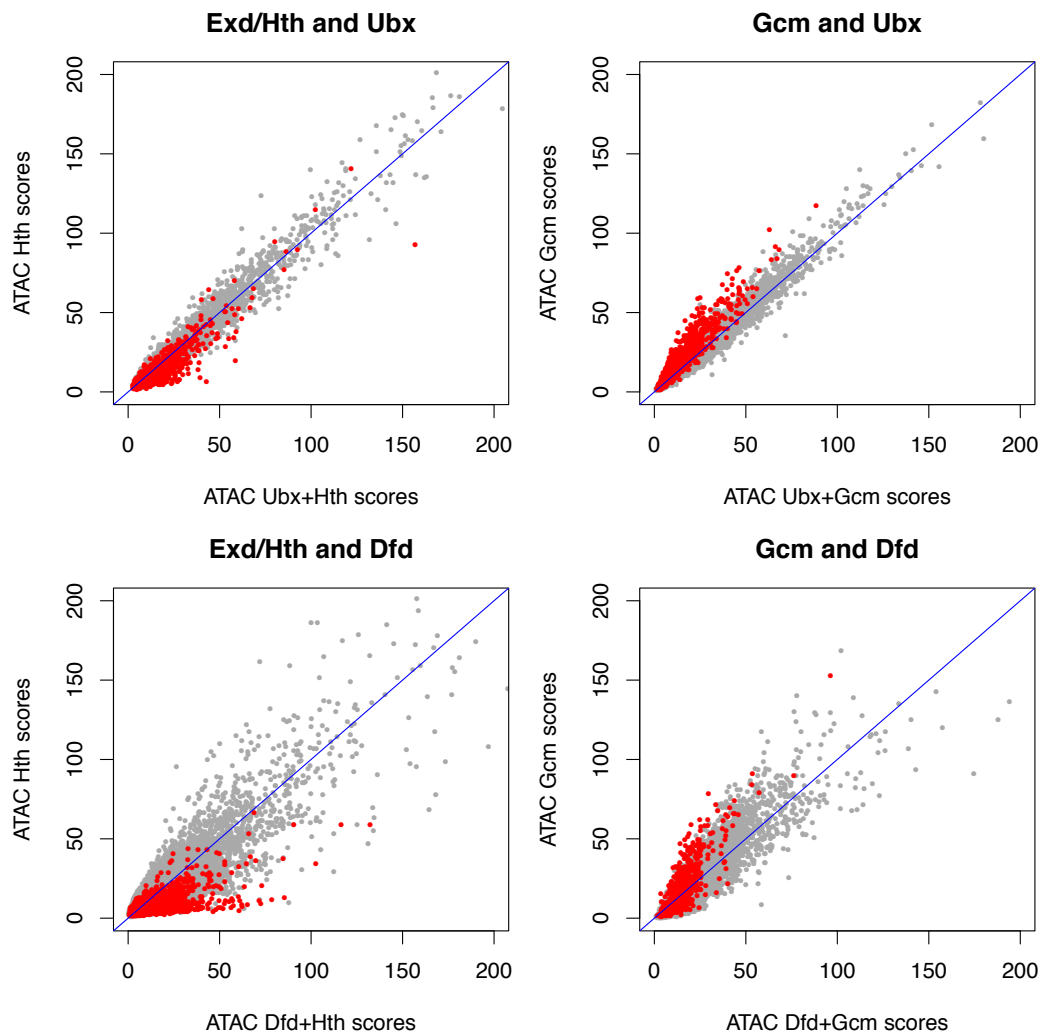

Figure S5 Comparing the effects of Exd/Hth and Gcm: Chromatin accessibility in Hox + Exd/Hth compared to Hox + Gcm.

Scatterplots comparing the effect on chromatin accessibility of providing Exd/Hth versus Gcm in addition to Hox proteins (Ubx or Dfd). Mean ATAC score per binding region are plotted for all the bound regions in Hox+Hth or Hox+Gcm respectively. On the Y-axis the ATAC scores are plotted for these regions in Hth or Gcm alone and on the X-axis the ATAC scores are plotted with the addition of Hox proteins (Ubx or Dfd). The Exd/Hth-enhanced or Gcm-enhanced regions respectively are shown in red. In the case of Exd/Hth, the Exd/Hth-enhanced Hox binding regions predominantly lie below the diagonal; i.e. they have increased chromatin accessibility in Hox+Hth than in Hth alone. This is not the case for Gcm. This illustrates the difference in the relationship between Hox proteins and Exd/Hth compared to that between Hox proteins and Gcm. In the case of Exd/Hth the Hox proteins collaborate in promoting chromatin accessibility, whereas in the case of Gcm, the chromatin accessibility state is predominantly controlled by Gcm.

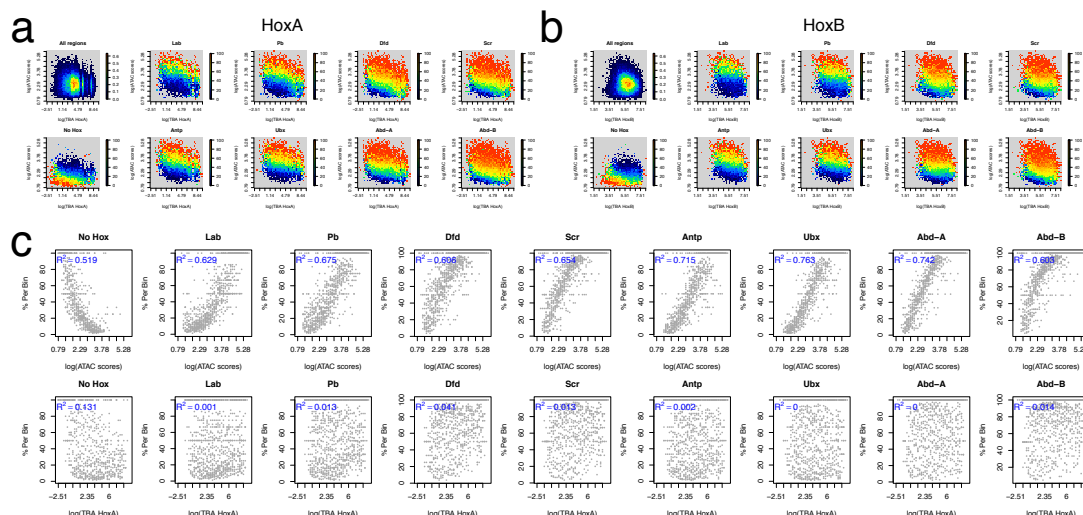

Figure S6 Hox occupancy is more strongly associated with binding region chromatin accessibility than with binding affinity. Scatter plots of chromatin accessibility (log[ATAC scores]) versus binding affinity (log[TBA HoxA]) for chromatin regions classified as “open”. Open chromatin regions were divided into 200bp tiles and the mean ATAC score and TBA for HoxA PWM (a) or HoxB PWM (b) calculated per tile. The log of these scores was then linearly binned into 40 bins on each axis. For the “All regions” plot the heatmap shows the density distribution. For the other plots, the heatmap shows the percentage of tiles bound by the specified Hox protein per bin or for “No Hox” the percentage of tiles not bound by any Hox protein. (c) Scatter plots show the strong correlation of occupancy (% per bin) with chromatin accessibility (log[ATAC scores]; upper row) and the poor correlation with binding affinity ((log[TBA HoxA]; lower row). Data as in (a).

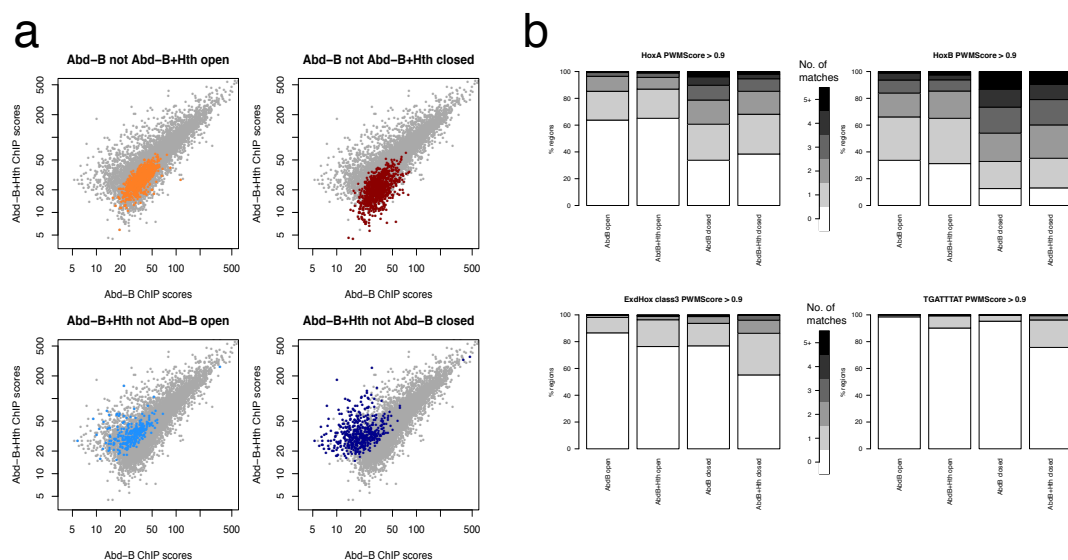

Figure S7 The presence of Exd/Hth leads to both enhanced and reduced Abd-B binding.

a: ChIP score scatterplots for Abd-B in presence (Abd-B + Hth) and absence (Abd-B) of Exd/Hth. The coloured populations. indicated above the plots, are

based on MACS peak calling (q1e-2) and the ChIP scores derived by creating a union peak set then calculating the mean ChIP score across the central 200bp. Orange: Abd-B peaks called only in the absence of Exd/Hth and in open chromatin; Brown: Abd-B peaks called only in the absence of Exd/Hth and in closed chromatin; Light Blue: Abd-B peaks called only in the presence of Exd/Hth and in open chromatin; Dark Blue: Abd-B peaks called only in the presence of Exd/Hth and in closed chromatin. b: Motif counting plots for the motifs named above the plots for the ChIP peak populations as in a). The Abd-B peaks called only in the absence of Exd/Hth and in closed chromatin (AbdB closed) show high number of matches for the HoxB motif whereas the Abd-B peaks called only in the presence of Exd/Hth and in closed chromatin (AbdB + Hth closed) show higher counts for the ExdHox class 3 PWM and Exd-Hox TGATTAT motif.

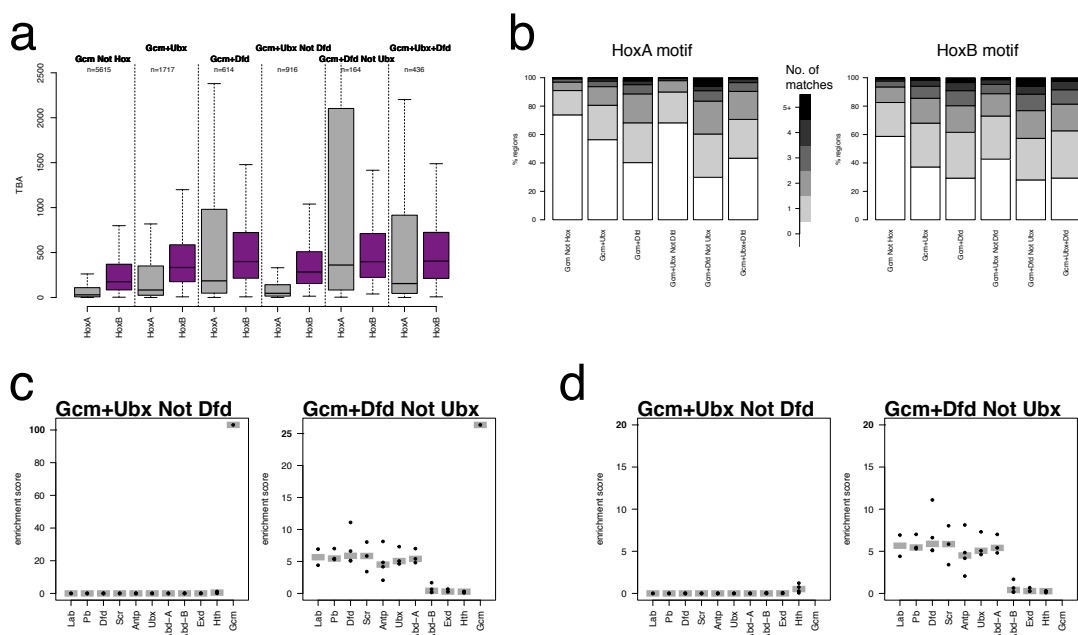

Figure S8 Comparison of Ubx and Dfd binding in presence of Gcm for regions in basal Kc167 closed chromatin.

a: Boxplot of TBA for the HoxA and HoxB motifs in 200bp regions which are in basal Kc167 closed chromatin corresponding to the populations (based on q1e-2 MACS peak calling) indicated above the plots. The population that binds Gcm and Dfd but not Ubx in the presence of Gcm (Gcm+Dfd Not Ubx) shows the highest TBA. b: Motif counting for HoxA and HoxB motifs on the populations in a) showing the highest counts for the population that binds Gcm and Dfd but not Ubx in the presence of Gcm (Gcm+Dfd Not Ubx). c: PWMEnrich analysis for the motif sets indicated on the x-axis for (left) the regions binding Gcm and Ubx but not Dfd in the presence of Gcm (Gcm+Ubx Not Dfd) and (right)) the regions binding Gcm and Dfd but not Ubx in the presence of Gcm (Gcm+Dfd Not Ubx). The plots are scaled to the Gcm motif enrichment. d: PWMEnrich plots as in c) but both plots scaled to enrichment score 20 to compare the Hox motif enrichments. The Gcm motif enrichment is off the scale.

Supplementary Tables

Table S1 ChIP-seq read overview

Transient Transfections

Sample	Total_reads	Mapped_reads	Platform
Lab_225	35,652,497	19,776,331	HiSeq 4000
Lab_226	31,656,390	17,331,670	HiSeq 4000
Lab_input	21,993,989	12,275,906	HiSeq 4000
Lab+Hth_228	19,535,480	10,340,548	HiSeq 4000
Lab+Hth_229	32,379,953	18,106,788	HiSeq 4000
Lab+Hth_input	19,029,087	10,947,693	HiSeq 4000
Pb_201	24,903,026	12,045,654	HiSeq 4000
Pb_202	24,425,098	11,872,562	HiSeq 4000
Pb_input	25,449,790	14,884,704	HiSeq 4000
Pb+Hth_203	32,955,638	13,326,705	HiSeq 4000
Pb+Hth_204	16,736,809	6,084,266	HiSeq 4000
Pb+Hth_input	32,830,552	19,085,144	HiSeq 4000
Dfd_113	20,422,023	11,993,655	HiSeq 4000
Dfd_114	18,352,596	11,186,142	HiSeq 4000
Dfd_input	43,905,501	27,275,300	HiSeq 4000
Dfd+Hth_117	35,673,391	22,902,065	HiSeq 4000
Dfd+Hth_118	31,982,490	20,279,888	HiSeq 4000
Dfd+Hth_input	54,438,852	33,037,109	HiSeq 4000
Scr_115	26,549,969	15,425,586	HiSeq 4000
Scr_116	25,966,588	14,805,387	HiSeq 4000
Scr_input	45,557,965	26,756,096	HiSeq 4000
Scr+Hth_119	20,753,220	12,635,134	HiSeq 4000
Scr+Hth_120	23,495,495	14,361,088	HiSeq 4000
Scr+Hth_input	31,207,186	18,740,677	HiSeq 4000
Antp_67	33,839,220	15,204,772	HiSeq 4000
Antp_68	42,079,289	18,791,811	HiSeq 4000
Antp_input	39,031,841	22,009,066	HiSeq 4000
Antp+Hth_75	28,360,324	12,993,786	HiSeq 4000
Antp+Hth_76	29,674,613	13,895,182	HiSeq 4000
Antp+Hth_input	21,860,819	13,107,646	HiSeq 4000
Ubx_1	26,255,388	12,094,751	HiSeq 2500
Ubx_2	27,539,748	13,518,594	HiSeq 2500
Ubx_input	48,617,397	27,131,432	HiSeq 2500
Ubx+Hth_1	25,473,053	11,488,879	HiSeq 2500
Ubx+Hth_2	36,697,607	16,089,206	HiSeq 2500
Ubx+Hth_input	25,155,474	14,512,496	HiSeq 2500
Abd-A_49	18,734,401	10,471,829	HiSeq 2500
Abd-A_50	23,927,894	12,894,433	HiSeq 2500
Abd-A_input	21,996,208	12,532,916	HiSeq 2500

Abd-A+Hth_53	23,305,535	12,221,375	HiSeq 2500
Abd-A+Hth_54	16,228,122	8,881,775	HiSeq 2500
Abd-A_input	34,576,407	20,530,123	HiSeq 2500
Abd-B_51	22,788,335	12,470,631	HiSeq 2500
Abd-B_52	23,583,829	13,700,974	HiSeq 2500
Abd-B_input	21,996,208	12,532,916	HiSeq 2500
Abd-B+Hth_55	22,523,431	13,915,019	HiSeq 2500
Abd-B+Hth_56	22,403,332	7,508,223	HiSeq 2500
Abd-B_input	34,576,407	20,530,123	HiSeq 2500
Hth_209	38,180,841	21,305,298	HiSeq 4000
Hth_210	37,150,247	20,663,723	HiSeq 4000
Hth_input	29,208,741	16,401,950	HiSeq 4000
Exd+Hth_232	28,385,162	17,462,671	HiSeq 4000
Exd+Hth_233	23,369,536	14,523,255	HiSeq 4000
Exd+Hth_input	32,952,245	18,571,046	HiSeq 4000

Stable Cell Lines

Sample	Total_reads	Mapped_reads	Platform
Dfd_247	32,843,529	18,779,761	HiSeq 4000
Dfd_248	17,095,829	10,292,158	HiSeq 4000
Dfd_input	27,181,802	16,427,314	HiSeq 4000
Dfd+Hth_243	21,869,632	14,114,182	HiSeq 4000
Dfd+Hth_244	25,725,965	16,369,234	HiSeq 4000
Dfd+Hth_input	23,240,584	14,492,712	HiSeq 4000
Dfd+Gcm_249	36,208,630	21,210,268	HiSeq 4000
Dfd+Gcm_250	20,584,442	12,196,295	HiSeq 4000
Dfd+Gcm_input	41,719,566	25,980,366	HiSeq 4000
Ubx_217	40,574,216	22,651,116	HiSeq 4000
Ubx_218	33,836,429	19,965,122	HiSeq 4000
Ubx_input	23,514,868	14,304,826	HiSeq 4000
Ubx+Hth_213	37,082,776	21,381,969	HiSeq 4000
Ubx+Hth_214	32,117,571	18,761,644	HiSeq 4000
Ubx+Hth_input	26,843,880	16,594,979	HiSeq 4000
Ubx+Gcm_235	45,711,964	26,450,967	HiSeq 4000
Ubx+Gcm_236	44,458,658	26,238,573	HiSeq 4000
Ubx+Gcm_input	41,935,371	24,920,987	HiSeq 4000
Abd-B_239	39,832,402	26,838,262	HiSeq 4000
Abd-B_240	72,131,533	45,950,537	HiSeq 4000
Abd-B_input	37,184,024	23,188,692	HiSeq 4000
Abd-B+Hth_241	33,136,444	22,093,185	HiSeq 4000
Abd-B+Hth_242	22,183,688	14,712,517	HiSeq 4000
Abd-B+Hth_input	34,244,185	21,439,677	HiSeq 4000
Gcm_219	38,041,560	23,403,544	HiSeq 4000
Gcm_220	38,754,938	23,227,820	HiSeq 4000

Gcm_input	39,285,389	23,608,832	HiSeq 4000
Hth_215	42,237,064	26,788,395	HiSeq 4000
Hth_216	36,857,352	23,428,980	HiSeq 4000
Hth_input	24,560,848	15,060,156	HiSeq 4000

Table S2 ChIP-Seq binding region numbers

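The union lists of the stable lines were counted from the regions themselves. At q 1e-10 Abd-B had 10375 regions and Abd-B+Hth 9418, the highest counts, and Ubx had 1832 and Ubx+Hth 2269, the lowest. Dfd had 5145, Dfd+Hth 5980, Dfd+Gcm 3922 and Ubx+Gcm 4264. Hth alone had 6225 and Gcm alone 5822. Dfd+Hth+Gcm, with 4738, and Ubx+Hth+Gcm, with 4016, are lines that Table S2 does not list. At q 1e-2 the regions of Abd-B covered 12.6 Mb, those of Dfd 6.58 Mb and those of Ubx 3.42 Mb. A union region spans the overlapping regions of both replicates, so that its width is that of the replicates together.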

Union gives the number of binding regions present in both replicates.

Transient transfections

Sample	q1e-2			q1e-10		
	rep1	rep2	union	rep1	rep2	union
Lab	4206	4742	**3835**	1790	2089	**1704**
Lab+Hth	5406	5922	**4827**	2493	2741	**2325**
Pb	7204	6519	**5598**	3301	2903	**2682**
Pb+Hth	7605	6204	**5708**	3887	2990	**2883**
Dfd	9773	9365	**8467**	5703	5102	**4782**
Dfd+Hth	13195	12952	**12054**	9731	9510	**8958**
Scr	8488	8576	**7355**	4700	4793	**4127**
Scr+Hth	7616	8581	**6603**	4257	5285	**3797**
Antp	3970	5468	**3523**	921	1451	**846**
Antp+Hth	3289	4728	**2887**	1154	1704	**1043**
Ubx	5271	4372	**3752**	1581	1209	**1083**
Ubx+Hth	6473	7619	**5684**	2428	3112	**2242**
Abd-A	6251	7242	**5487**	2412	3203	**2234**
Abd-A+Hth	7525	7867	**6528**	3416	3617	**3040**
Abd-B	11414	10906	**9786**	6915	6133	**5685**
Abd-B+Hth	10976	10144	**9044**	6444	5476	**5027**
Hth	6572	5872	**5373**	3551	2921	**2781**
Exd+Hth	11451	11590	**10409**	8623	8383	**7695**

Stable Cell Lines

Sample	q1e-2			q1e-10		
	rep1	rep2	union	rep1	rep2	union
Exd+Hth_stable	11451	11590	**10409**	8623	8383	**7695**
Gcm_stable	12301	11863	**10765**	6683	6125	**5831**
Hth_stable	9891	10045	**8999**	6713	7238	**6225**
Dfd_stable	12332	11500	**10380**	6261	5566	**5145**
Dfd+Hth_stable	11156	11699	**9867**	6464	7260	**5981**
Dfd+Gcm_stable	10261	10370	**8893**	4533	4506	**3924**
Ubx_stable	6251	6019	**5281**	2206	2066	**1833**
Ubx+Hth_stable	5406	6852	**4885**	2415	3422	**2269**
Ubx+Gcm_stable	10035	11039	**8846**	4612	6140	**4275**
Abd-B_stable	14696	14839	**13511**	11371	11222	**10375**
Abd-B+Hth_stable	15441	14902	**13741**	11152	10050	**9418**

Table S3 Stable cell lines ATAC-seq read overview

ATAC_Kc represent standard Kc167 cells, all other samples are stable Kc-cell lines containing pMT-puro-Hox plasmids.

i = induced (CuSO₄), n = non-induced

Sample	Total_reads	Mapped_reads	Platform
ATAC_Kc_7	112,702,038	90,189,400	HiSeq 4000
ATAC_Kc_10	113,325,609	87,818,612	HiSeq 4000
ATAC_Kc_11	131,356,618	102,734,912	HiSeq 4000
ATAC_Dfd_i_114	33,979,005	26,174,422	HiSeq 4000
ATAC_Dfd_i_115	47,498,366	35,298,598	HiSeq 4000
ATAC_Dfd_n_116	8,106,401	5,926,680	HiSeq 4000
ATAC_Dfd_n_117	16,827,993	12,395,692	HiSeq 4000
ATAC_Dfd+Hth_i_106	20,645,066	15,412,147	HiSeq 4000
ATAC_Dfd+Hth_i_107	33,393,909	25,018,382	HiSeq 4000
ATAC_Dfd+Hth_n_108	45,517,692	33,527,834	HiSeq 4000
ATAC_Dfd+Hth_n_109	36,571,843	27,512,683	HiSeq 4000
ATAC_Dfd+Gcm_i_118	19,123,450	14,542,498	HiSeq 4000
ATAC_Dfd+Gcm_i_119	31,521,343	23,755,454	HiSeq 4000
ATAC_Dfd+Gcm_n_120	32,482,773	23,479,769	HiSeq 4000
ATAC_Dfd+Gcm_n_121	22,607,002	16,957,603	HiSeq 4000
ATAC_Ubx_i_62	33,125,682	23,727,431	HiSeq 4000
ATAC_Ubx_i_63	47,570,852	34,116,016	HiSeq 4000
ATAC_Ubx_n_64	13,589,247	10,291,131	HiSeq 4000
ATAC_Ubx_n_65	24,444,782	18,040,490	HiSeq 4000
ATAC_Ubx+Hth_i_54	34,488,251	24,207,832	HiSeq 4000
ATAC_Ubx+Hth_i_55	30,566,866	23,181,127	HiSeq 4000
ATAC_Ubx+Hth_n_56	50,532,615	38,846,046	HiSeq 4000
ATAC_Ubx+Hth_n_57	33,874,296	25,808,470	HiSeq 4000
ATAC_Ubx+Gcm_i_90	47,304,001	37,298,997	HiSeq 4000
ATAC_Ubx+Gcm_i_91	52,695,324	43,620,118	HiSeq 4000
ATAC_Ubx+Gcm_n_92	30,341,723	22,678,298	HiSeq 4000
ATAC_Ubx+Gcm_n_93	13,620,559	10,014,547	HiSeq 4000
ATAC_Abd-B_i_98	22,418,822	17,167,407	HiSeq 4000
ATAC_Abd-B_i_99	24,413,883	19,340,938	HiSeq 4000
ATAC_Abd-B_n_100	20,580,779	15,982,847	HiSeq 4000
ATAC_Abd-B_n_101	27,866,139	21,673,485	HiSeq 4000
ATAC_Abd-B+Hth_i_102	41,645,070	34,657,116	HiSeq 4000
ATAC_Abd-B+Hth_i_103	23,886,047	18,624,131	HiSeq 4000
ATAC_Abd-B+Hth_n_104	19,484,964	14,958,616	HiSeq 4000
ATAC_Abd-B+Hth_n_105	26,325,518	19,788,572	HiSeq 4000
ATAC_Gcm_i_86	30,462,152	24,328,017	HiSeq 4000
ATAC_Gcm_i_87	18,888,376	15,277,774	HiSeq 4000

ATAC_Gcm_n_88	26,542,697	20,168,748	HiSeq 4000
ATAC_Gcm_n_89	12,643,646	9,371,579	HiSeq 4000
ATAC_Hth_i_58	31,491,896	22,619,681	HiSeq 4000
ATAC_Hth_i_59	27,549,490	20,662,463	HiSeq 4000
ATAC_Hth_n_60	31,034,936	23,887,936	HiSeq 4000
ATAC_Hth_n_61	34,868,300	27,248,785	HiSeq 4000

Table S4 Cofactor-enhanced binding analysis of transient data in Hox group peak regions

EdgeR results of ChIP-seq data locating enhanced bound regions in the presence of Hth using $\text{fdr} \leq 0.01$ and $\log\text{FC} > 1$. “Common bound” are peak regions bound at similar levels (or do not have a significant fdr). “Hox enhanced bound” (these may represent the noise in the genomic data) regions are $\text{fdr} \leq 0.01$, but have a $\log\text{FC} < -1$.

	Hox+Hth enhanced bound	Common bound	Hox enhanced bound
**Lab+Hth vs Lab**	**1248**	2487	225
**Pb+Hth vs Pb**	**463**	5600	58
**Dfd+Hth vs Dfd**	**1113**	8264	239
**Scr+Hth vs Scr**	**391**	7769	94
**Antp+Hth vs Antp**	**1140**	1241	208
**Ubx+Hth vs Ubx**	**428**	3077	14
**Abd-A+Hth vs Abd-A**	**282**	5935	8
**Abd-B+Hth vs Abd-B**	**351**	9688	87

Table S5 Increased chromatin accessibility analysis

EdgeR results of ATAC-seq data locating increased accessible regions in the 21,002 Hox group peaks - stable regions comparing induced (CuSO₄) versus non-induced samples. Increased accessibility regions have $\text{fdr} \leq 0.01$ and $\log\text{FC} > 1.5$. Decreased accessibility regions which have $\text{fdr} \leq 0.01$ and $\log\text{FC} < -1.5$ and may represent noise in the genomic data.

	increased accessibility	decreased accessibility
Dfd induced vs Dfd non-induced	430	122
Ubx induced vs Ubx non-induced	47	128
Abd-B induced vs Abd-B non-induced	832	103
Hth induced vs Hth non-induced	17	14

How the deposited data were processed for this re-analysis (not part of the article)

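Binding of Dfd, Ubx, Abd-B, Hth and Gcm was analysed in 12 stable Kc167 lines of Drosophila. Dfd, Ubx and Abd-B were expressed alone and with Hth, Dfd and Ubx with Gcm and with both Hth and Gcm, and Hth and Gcm without a Hox protein. Each line had 2 biological replicates of anti-GFP ChIP-Seq and 1 input library, which makes 24 ChIP and 12 input libraries. ATAC-Seq and the transient transfections were not used here, so no value on chromatin opening is reported.

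The authors mapped reads with Bowtie 1.2.2 to dm6 without scaffolds, keeping reads with 1 reported position. The authors called peaks in each replicate against the input with MACS2 2.1.1.20160309 at q 1e-2 and at q 1e-10, and removed peaks over exons carried by the plasmids. The deposited lists give, for each line, the merged overlapping regions of both replicates as start and end positions in bases of the genome. Every score in the deposited lists is 0, and they hold no summit, signal or list per replicate. The authors' counts of enhanced regions come from edgeR on reads, which region lists cannot repeat.

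The regions were compared with the genome of Release 6 and its annotation from Ensembl release 115. Both are the build that the authors name, and no region ended beyond a chromosome. No region of a line overlapped a coding exon of a gene carried by that line's own plasmid. The Hth list was identical in each of the 3 deposited tables that hold it, at both thresholds.

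Depth is known only from the paper's Table S1, which gives mapped reads for the 20 ChIP libraries of the 10 lines with no more than 1 cofactor. The lists hold no counts, so that reads set no interval here. Shares of regions carry 95% exact binomial intervals, which cover the counting of regions and not the difference between replicates. Lines could not be compared library by library, since the lists hold no values per replicate. No paired analysis was possible because each line is a single list and the library numbers are not shared between lines.

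Regions at q 1e-2 were used throughout unless stated. A site was called bound only with a cofactor when no region of the same Hox protein alone overlapped it by 1 bp, and lost when a region of the Hox protein alone had no overlap with the line with the cofactor. Cofactor binding was the share of sites that overlapped a region of Hth or Gcm alone. For comparison, the sites were placed at random on their own chromosome arm 100 times. Sites bound only with the cofactor were compared with sites bound with and without it by Fisher's exact test, and the direction was counted over the arms 2L, 2R, 3L, 3R and X. Differences between Hox proteins were tested in the same way. Where Fisher's exact test returned 0, no p is printed.

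Motifs were counted on both strands in 200 bp around the centre of each region. They were the octamers TGATTGAT, TGATTAAT and TGATTTAT of Fig. 7a, the 7-mers YTAATKA and TTTATKR read from the logos of Fig. 3b, and the Gcm site ATRCGGGY. Octamers were corrected over Hox proteins and octamers by the Benjamini-Hochberg method, and the Gcm site over both Hox proteins.

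Lists of 15 glial genes and Gcm targets, 15 plasmatocyte genes, 10 crystal cell and lamellocyte genes, 18 known Hox target genes, 15 TALE and Hox genes and 10 muscle genes were compared with 10000 random lists matched on gene length in 10 classes. A gene was near a site when the site lay in the gene or within 2 kb of it. The gene lists, the comparisons between lines with their tests and the naming rule were set before the data were examined, while the comparisons of transcript starts and 3' UTRs, the search for dense stretches and the tests of induction, region width and list length were chosen afterwards. The rule names, for each comparison, the 5 widest regions bound only with the cofactor at q 1e-10, since the lists hold no score, the members of the gene lists, and genes the paper names. Random lists were at the start drawn from all annotated genes. After that result was seen, the genes were restricted to protein-coding genes, because the annotation counts transposable elements as genes, and the result with all genes is kept as an alternative. The feature at a region's centre and its distance to the nearest transcript start used protein-coding and ncRNA genes after the same change. A call within 500 bp of a start or in a 3' UTR was corrected over 20 tests.

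Alternatives were lists at q 1e-10, lists with the cofactor at q 1e-10 against lists without it at q 1e-2, an overlap of 50% of the shorter region, 400 bp windows on the region centres, the cofactor list at q 1e-10, each chromosome arm left out, the whole region or flanking windows 1000 bp away for motifs, and gene bodies alone or with 10 kb on either side. Overlaps were computed in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, and counts were checked against bedtools 2.31.1, which gave the same number in 10 of 10 comparisons. Overlaps, Fisher's exact test, motif counts, random gene lists and the Mantel-Haenszel odds ratio were tested on simulated data. Figures were drawn with matplotlib 3.10.9.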

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

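The patterns in this part were noticed in the data, and the tests of induction, region width and list length were chosen after the patterns had been seen.

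Ubx took up sites with Gcm more often than Dfd, as 48.4% of Ubx+Gcm regions and 13.1% of Dfd+Gcm regions were bound only with Gcm, a difference of 35.3 points between the Hox proteins. Gcm binding at these sites relative to sites bound with and without Gcm also differed, with the odds ratio for Dfd 2.45 times (2.11 to 2.85) that for Ubx. Sites just under the detection threshold without Gcm were predicted to bring the shares together at q 1e-10 with Gcm against q 1e-2 without it. The shares stayed apart, at 19.2% of Ubx and 4.13% of Dfd regions (Fisher's exact p = 1.04e-105), although both fell. Ubx+Gcm regions at q 1e-10 without a Ubx region numbered 2652 against Ubx at q 1e-10 and 817 against Ubx at q 1e-2. The test cannot exclude the threshold, because Ubx alone had 5278 regions and Dfd alone 10374. Sites could thus be missed unequally without Gcm at either threshold. Another explanation that stays open is the stronger induction of Ubx+Gcm (2.5 mM CuSO4 for 24 h) than of Ubx (1 mM for 18 h). Dfd+Gcm cells also had more CuSO4 than Dfd cells, 3.2 mM against 2 mM, but for the same 24 h. The authors sorted all lines within the same range of GFP fluorescence, which limits a difference in the amount of Ubx. Of the 2122 Ubx sites bound only with Gcm that no Gcm region overlaps, 91.5% (90.2 to 92.6) overlapped a Dfd or Abd-B region of the lines without cofactor. Random placement gave 14.9%, and of the 2154 sites inside Gcm regions 59.1% had such an overlap. Stronger induction would require a high share outside Gcm regions, but Ubx sites bound with and without Gcm also had one, of 99.3%. The share therefore does not single out induction. The value outside Gcm regions would also follow from an effect of Gcm away from its own regions, and a difference between Dfd and Ubx in their use of accessible chromatin also stays open, untested here.

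Hth regions covered more of the Ubx sites bound only with Hth than of the corresponding Dfd and Abd-B sites. The difference was 38.5 points from Ubx to Dfd (Fisher's exact p = 5.60e-123), 56.2 points from Ubx to Abd-B (exact p = 4.53e-283) and 17.7 points from Dfd to Abd-B (exact p = 4.63e-46). The excess for Ubx is not particular to these sites, since Hth regions also covered 97.5% of the Ubx sites bound with and without Hth and 80.6% of those lost with it, and relative to sites bound with and without Hth the odds ratio for Ubx was 0.284 times (0.218 to 0.369) that for Dfd and 0.563 times (0.426 to 0.744) that for Abd-B. Region width does not account for it, since within 4 width classes the odds ratio of Ubx against Dfd and Abd-B together was 8.10 (7.11 to 9.22). With the 4885 widest regions of each line with Hth, the share was 68.1% for Ubx, 33.0% of 597 sites for Dfd and 14.9% of 161 sites for Abd-B. The shorter list is not excluded by this, since the lists hold no scores and width stood in for strength. The lists of the Hox proteins alone were not trimmed. Induction stays open, since Ubx+Hth and Hth cells had 1 mM CuSO4 for 18 h and the Dfd+Hth and Abd-B+Hth cells had more for longer, although all were sorted within the same range of GFP fluorescence, and so does a difference between the Hox proteins in their use of sites that Hth takes alone, untested here.

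Dfd+Hth+Gcm, induced with 3.7 mM CuSO4 for 22 h, and Ubx+Hth+Gcm, induced with 2.5 mM for 24 h, are lines that the paper does not report, and apart from Ubx+Gcm no other line of the same Hox protein had the same induction. Of 8790 Dfd+Hth+Gcm regions, 367 (4.18%) were found in no Dfd line with no more than 1 cofactor, and 32.2% of these overlapped a Gcm region and 15.8% a Hth region. Of 8365 Ubx+Hth+Gcm regions, 969 (11.6%) were found in no other Ubx line, and 29.5% overlapped a Gcm region and 23.5% a Hth region. The lines with both cofactors held 66.5% of the Dfd sites bound only with Hth and 42.1% of those bound only with Gcm (Fisher's exact p = 4.65e-42), and 74.4% and 54.8% for Ubx (exact p = 2.44e-44). Wider regions being found again more often does not account for all of this difference. Within width classes the odds ratio was 1.83 (1.56 to 2.15) for Dfd, lower than the 2.74 without classes, so width can carry part of the Dfd difference. For Ubx it was 2.44 (2.14 to 2.79) within classes, against 2.40. For Ubx, 36.3% of the sites bound only with Hth were already bound in Ubx+Gcm and 12.9% of those bound only with Gcm in Ubx+Hth, while for Dfd the shares were 11.0% and 22.9%, so binding under the other cofactor stays open for Ubx. Induction, the amount of each cofactor and depth, which the paper's Table S1 does not give for these lines, also stay open, and no biological explanation was tested.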

How the results depend on the processing

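The annotation at q 1e-10 was chosen after the data had been seen, and the run with all annotated genes came before the restriction to fewer genes, which was made after that run had been seen. The difference between Ubx and Dfd in the share of sites bound only with Gcm kept its direction and its side of the threshold in all 4 alternatives, the Gcm site at Gcm-only sites in all 6 and cofactor binding in 44 of 45, in which the exception was Gcm binding at Ubx sites with the Gcm list at q 1e-10, with a difference of -0.0969 points. At q 1e-10 the lists held 5145 regions for Dfd, 5980 for Dfd+Hth, 3922 for Dfd+Gcm, 4738 for Dfd+Hth+Gcm, 1832 for Ubx, 2269 for Ubx+Hth, 4264 for Ubx+Gcm, 4016 for Ubx+Hth+Gcm and 5822 for Gcm, since fewer regions pass it. Sites bound only with Gcm were then 556 for Dfd (14.2%) and 2652 for Ubx (62.2%), and sites bound only with Hth 34.0% for Dfd and 52.2% for Ubx. Sites lost with Hth were 918 for Dfd (17.8%), 720 for Ubx (39.3%) and 25.9% for Abd-B. With the cofactor list at q 1e-10 against Hox alone at q 1e-2, sites bound only with Gcm were 162 for Dfd (4.13%) and 817 for Ubx (19.2%), and sites bound only with Hth 932 for Dfd (15.6%), 568 for Ubx (25.0%) and 520 for Abd-B (5.52%). In 400 bp windows the shares bound only with Gcm were 16.1% for Dfd and 50.8% for Ubx, those gained with Hth 24.8% for Dfd, 37.1% for Ubx and 24.1% for Abd-B (3307 sites), and those lost with Hth 27.2%, 41.9% and 23.2%. Regions in neither other Hox line made up, at q 1e-10, 19.5% for Dfd, 1.97% for Ubx, 61.6% for Abd-B, 28.0% for Dfd+Hth, 8.90% for Ubx+Hth and 53.1% for Abd-B+Hth. Lines with both cofactors held 61.4% of Dfd sites bound only with Hth, and 46.9% of Dfd and 51.3% of Ubx sites bound only with Gcm. Over the whole region, 3 octamer differences no longer passed, TGATTAAT for Ubx (1.25 points) and for Abd-B (0.172) and TGATTGAT for Abd-B (0.205). The HoxB difference, which had not passed, reversed to -2.87 points over the whole region, -1.08 at q 1e-10 and -1.37 against flanking windows. Of 120 gene list differences, none of which passed, 26 reversed in members near a site less the random mean. With 10 kb these were -0.152 for crystal cell and lamellocyte genes and -0.231 for Hox targets at Dfd sites with Gcm, 0.813 for TALE and Hox genes at Dfd sites with Hth, 1.55 for crystal cell and lamellocyte genes at Ubx sites with Hth, and 0.744 for Hox targets and 1.15 for muscle genes at Abd-B sites with Hth. With gene bodies alone they were 0.375 for TALE and Hox genes at Dfd sites with Hth, -0.255 for glial genes and 0.344 for crystal cell and lamellocyte genes at Ubx sites with Hth, and -1.28 for crystal cell and lamellocyte genes and 0.796 for Hox targets at Abd-B sites with Hth. At q 1e-10 they were 1.42 for plasmatocyte genes and -0.0961 for Hox targets at Dfd sites with Gcm, 2.38 for plasmatocyte genes and 0.825 for Hox targets at Ubx sites with Gcm, 2.09 for TALE and Hox genes at Dfd sites with Hth, 2.38 for crystal cell and lamellocyte genes at Ubx sites with Hth, and for Abd-B sites with Hth 1.83 for glial, 0.445 for plasmatocyte, 3.34 for Hox target, -0.179 for TALE and Hox and 0.719 for muscle genes. With all annotated genes they were 0.213 for plasmatocyte genes at Ubx sites with Gcm, 0.568 for TALE and Hox genes at Dfd sites with Hth, 0.188 for crystal cell and lamellocyte genes at Ubx sites with Hth and 0.391 for Hox targets at Abd-B sites with Hth. The lowest adjusted p over the gene lists was 0.492 at q 1e-10 and 0.534 with all annotated genes (permutation tests). Of 40 annotation values 35 kept direction and call, and at q 1e-10 the share within 500 bp of a start at Ubx sites bound only with Gcm reversed to 3.59 points above shared sites, while differences in 3' UTRs that had passed lost their call and reversed, from 1.28 to -0.0115 points for Dfd sites lost with Gcm and from 1.14 to -0.0571 for Ubx sites bound only with Hth. The difference in 3' UTRs at Dfd sites bound only with Gcm lost its call, from 2.89 to 0.751 points, and that within 500 bp of a start at Dfd sites lost with Hth gained one, from 0.309 to 6.55 points. Apart from the counts of regions, the cause of these changes was not tested. Leaving out a replicate and comparing equal numbers of top-scoring regions were not run, since the lists combine the replicates and hold no scores, and the lists do not show how depth limits them.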

Differences from the paper's values

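No test in this part was chosen after its result was seen. None of the values set beside the paper's differed from it by more than 1.5 times. The paper's counts of Dfd and Ubx sites bound only with Gcm are 1168 and 4291, and those found here are 1165 and 4276. Of the 20 union counts of Table S2 for the 10 stable lines, 8 were equal to the paper's, 12 were lower here and none was higher, and the largest gap was 19 regions, for Ubx+Gcm, with 8827 here and 8846 in the paper.

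The paper states that regions with Exd/Hth-enhanced Hox binding show little Hth binding when Hth is expressed without a Hox protein. Ubx sites bound only with Hth overlapped a region of Hth alone in 68.1%, and with the Hth list at q 1e-10 in 47.4%. Dfd and Abd-B sites bound only with Hth did so in 29.6% and 12.0%, and for all 3 Hox proteins the share was below that of the sites bound with and without Hth. Sites lost with Hth were also below the latter, with 35.6% for Dfd, 80.6% for Ubx and 27.6% for Abd-B. The sites bound only with Hth are those absent from the list without Hth, while the paper's regions are those with more reads in the authors' test.

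The paper states that sites with increased Hox binding in the presence of Gcm carry robust Gcm binding without a Hox protein. Dfd and Ubx sites bound only with Gcm overlapped Gcm regions in 55.5% and 50.4%, well above the 7.59% and 8.37% of random placement. For Dfd the share was above that of sites bound with and without Gcm, and for Ubx it was below, by 50.4% against 58.2%. With the Gcm list at q 1e-10 both Ubx shares were 35.9% (exact p = 0.929). Sites lost with Gcm overlapped Gcm regions less often than sites bound only with Gcm, in 14.3% for Dfd and 6.95% for Ubx. Here too the sites bound only with Gcm are those absent from the list without Gcm, while the paper's sites come from the authors' test on reads.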

Other observations

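The comparison of transcript starts and 3' UTRs, the search for dense stretches and the comparisons within 3' UTR sites were chosen after the data had been seen, and the octamers, gene lists and sharing between Hox proteins before. Exd-Hox octamers were more frequent at sites bound only with Hth than at sites bound with and without it. Dfd sites held TGATTAAT in 15.2% against 3.75%, TGATTGAT in 9.93% against 1.67% and TGATTTAT in 7.78% against 2.66%. Ubx sites held TGATTTAT in 12.6% against 3.01%, TGATTAAT in 4.50% against 2.04% and TGATTGAT in 3.44% against 1.40%. Abd-B sites held TGATTTAT in 10.6% against 3.67%, TGATTAAT in 4.60% against 2.22% and TGATTGAT in 3.58% against 1.53%. All 9 differences passed correction, with adjusted exact p from 5.13e-68 for TGATTAAT at Dfd sites to 7.79e-06 for TGATTGAT at Ubx sites, but over the whole region TGATTAAT at Ubx and Abd-B sites and TGATTGAT at Abd-B sites no longer did.

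Dfd, Ubx and Abd-B shared sites unequally. Of the regions of Abd-B alone 42.9% lay in neither of the other Hox lines, of Dfd 16.5% and of Ubx 1.42%. With Hth these shares were 43.0% for Abd-B, 21.0% for Dfd and 6.00% for Ubx. Regions shared with both other lines made up 85.7% for Ubx, 43.6% for Dfd and 28.9% for Abd-B, and 77.6%, 35.9% and 24.7% with Hth. The lists differ in length, so the shares are not free of it.

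Sites bound only with Hth lay away from transcript starts. Within 500 bp of a start were 15.6% of the Dfd sites bound only with Hth against 44.3% of those bound with and without it, 22.1% against 43.5% for Ubx and 13.5% against 45.5% for Abd-B. At q 1e-10 these differences were smaller, with 19.6% against 37.4% for Dfd, 22.8% against 29.9% for Ubx and 18.6% against 46.3% for Abd-B. Sites lost with a cofactor did not move together, since those lost with Hth were near a start in 70.8% for Ubx (adjusted exact p = 2.93e-82), 44.6% for Dfd (adjusted exact p = 0.863) and 25.5% for Abd-B (adjusted exact p = 5.43e-76), and those lost with Gcm in 31.5% for Dfd (adjusted exact p = 4.21e-49) and 21.4% for Ubx (adjusted exact p = 3.75e-41). At q 1e-10 the shares at lost sites were 62.9% for Ubx, 43.9% for Dfd and 41.9% for Abd-B with Hth, and 34.3% for Dfd and 16.3% for Ubx with Gcm, and the difference for Dfd with Hth then passed, with 37.4% at sites bound with and without Hth (adjusted exact p = 0.000522). For Gcm the shares were 27.8% against 47.9% at Dfd sites (adjusted exact p = 7.74e-39) and 46.9% against 57.0% at Ubx sites (adjusted exact p = 5.47e-21), and at q 1e-10 the former was 29.7% against 39.6% and the latter reversed to 49.6% against 46.0%. Abd-B sites bound only with Hth lay in 3' UTRs in 19.6% (405 sites) against 5.76% of those bound with and without Hth (adjusted exact p = 6.79e-81), and at q 1e-10 in 17.6% against 4.13%. These 3' UTR sites held an octamer in 14.8%, against 18.6% of the other Abd-B sites bound only with Hth (exact p = 0.0823), the HoxB motif in 47.9% against 51.0% (exact p = 0.292), and overlapped a Hth region in 2.22% against 14.3%. An excess in 3' UTRs was not particular to Abd-B or to gained sites. Dfd sites lost with Hth lay there in 8.37% against 3.56% of those bound with and without Hth (adjusted exact p = 2.37e-17). At q 1e-10 these Dfd shares were 5.23% and 3.22% (adjusted exact p = 0.00932). Abd-B sites lost with Hth lay there less often, in 3.77%.

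The stretch of elB and noc on arm 2L was the densest 200 kb window for both Dfd and Ubx sites bound only with Hth. From 14375390 to 14575389 it held 35 such Dfd sites among 51 regions, with at most 21 in 1000 redraws of the labels over all Dfd+Hth regions, and from 14375531 to 14575530 it held 34 Ubx sites among 39, with at most 23. Both gave a permutation p = 0.000999, the smallest that the redraws can give. For Ubx with Gcm the densest window, 3R 4947935 to 5147934, held 32 of 39 regions with at most 35 in the redraws (permutation p = 0.004995). For Dfd with Gcm it was 3R 4913169 to 5113168, with 13 of 36 and at most 16 (permutation p = 0.0490), and for Abd-B with Hth it was 112632 to 312631 on chromosome 4, with 18 of 31 and at most 21 (permutation p = 0.0589). In the 2L window Abd-B had 38 regions alone and 41 with Hth, Dfd+Hth+Gcm 48, Ubx+Hth+Gcm 42, Hth 32 and Gcm 16. No explanation was tested for this stretch.

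No gene list near cofactor-only sites passed correction over the 30 comparisons. Dfd sites bound only with Gcm lay near 3 crystal cell and lamellocyte genes (1.84 in random lists), 5 known Hox targets (4.08), no TALE and Hox gene (3.68) and no muscle gene (1.91). The absence from TALE and Hox genes had an unadjusted permutation p = 0.0256. Ubx sites with Gcm lay near 3 crystal cell and lamellocyte genes (5.00), 8 Hox targets (9.76), 12 TALE and Hox genes (8.46) and 2 muscle genes (5.09). Dfd sites with Hth lay near 6 glial (3.38), 3 plasmatocyte (4.20), 5 crystal cell and lamellocyte (2.49), 5 TALE and Hox (5.22) and 1 muscle gene (2.57). Ubx sites with Hth lay near 3 glial (2.82), 5 plasmatocyte (3.37), 2 crystal cell and lamellocyte (2.05), 5 TALE and Hox (4.17) and no muscle gene (2.12). Abd-B sites with Hth lay near 1 glial (4.13), 1 plasmatocyte (4.74, unadjusted permutation p = 0.0386), 3 crystal cell and lamellocyte (2.92), 6 TALE and Hox (5.60) and 2 muscle genes (3.01). Regions of Hth alone lay near 11 glial (10.7), 11 plasmatocyte (10.6), 7 crystal cell and lamellocyte (7.03), 16 Hox target (13.0), 13 TALE and Hox (11.2) and 5 muscle genes (7.15), with a lowest adjusted permutation p = 0.744. The gene drpr belongs to both the glial and the plasmatocyte lists.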
